# *Kcnab1* Is Expressed in Subplate Neurons With Unilateral Long-Range Inter-Areal Projections

**DOI:** 10.3389/fnana.2019.00039

**Published:** 2019-05-03

**Authors:** Sheena Yin Xin Tiong, Yuichiro Oka, Tatsuya Sasaki, Manabu Taniguchi, Miyuki Doi, Hisanori Akiyama, Makoto Sato

**Keywords:** subplate, axon projection, *Kcnab1*, cerebral cortex, potassium channel, corticocortical projection, neuronal circuit, FluoroGold

## Abstract

Subplate (SP) neurons are among the earliest-born neurons in the cerebral cortex and heterogeneous in terms of gene expression. SP neurons consist mainly of projection neurons, which begin to extend their axons to specific target areas very early during development. However, the relationships between axon projection and gene expression patterns of the SP neurons, and their remnant layer 6b (L6b) neurons, are largely unknown. In this study, we analyzed the corticocortical projections of L6b/SP neurons in the mouse cortex and searched for a marker gene expressed in L6b/SP neurons that have ipsilateral inter-areal projections. Retrograde tracing experiments demonstrated that L6b/SP neurons in the primary somatosensory cortex (S1) projected to the primary motor cortex (M1) within the same cortical hemisphere at postnatal day (PD) 2 but did not show any callosal projection. This unilateral projection pattern persisted into adulthood. Our microarray analysis identified the gene encoding a β subunit of voltage-gated potassium channel (*Kcnab1*) as being expressed in L6b/SP. Double labeling with retrograde tracing and *in situ* hybridization demonstrated that *Kcnab1* was expressed in the unilaterally-projecting neurons in L6b/SP. Embryonic expression was specifically detected in the SP as early as embryonic day (E) 14.5, shortly after the emergence of SP. Double immunostaining experiments revealed different degrees of co-expression of the protein product Kvβ1 with L6b/SP markers Ctgf (88%), Cplx3 (79%), and Nurr1 (58%), suggesting molecular subdivision of unilaterally-projecting L6b/SP neurons. In addition to expression in L6b/SP, scattered expression of *Kcnab1* was observed during postnatal stages without layer specificity. Among splicing variants with three alternative first exons, the variant 1.1 explained all the cortical expression mentioned in this study. Together, our data suggest that L6b/SP neurons have corticocortical projections and *Kcnab1* expression defines a subpopulation of L6b/SP neurons with a unilateral inter-areal projection.

## Introduction

The subplate (SP) is known to be a transient layer that contributes substantially to early cortical development, whereas most of its constituent neurons gradually disappear when the cortical layers start to emerge and only a small portion of SP neurons remain in layer 6b (L6b) as development proceeds (Reep and Goodwin, 1988; Chun and Shatz, 1989; Bayer and Altman, 1990; Kostovic and Rakic, 1990; Woo et al., 1991; Allendoerfer and Shatz, 1994; Valverde et al., 1995; Clancy and Cauller, 1999; Reep, 2000; Robertson et al., 2000; Hanganu et al., 2002; Kanold, 2009; Hoerder-Suabedissen and Molnár, 2015). The L6b/SP neurons that remain into adulthood regulate cortical layer formation and modulate information flow into and out of the cortex (Kanold and Shatz, 2006; Friedlander and Torres-Reveron, 2009; Kanold and Luhmann, 2010). In rodents amongst other mammalian species, L6b/SP neurons are morphologically heterogeneous (Kostovic and Rakic, 1990; Valverde et al., 1995; Hanganu et al., 2002; Andjelic et al., 2009; Chen et al., 2009; Hoerder-Suabedissen and Molnár, 2012; Marx and Feldmeyer, 2013; Marx et al., 2017) and diverse in gene expression (Hoerder-Suabedissen et al., 2009; McKellar and Shatz, 2009; Osheroff and Hatten, 2009; Belgard et al., 2011; Oeschger et al., 2012; Hoerder-Suabedissen and Molnár, 2013; Tasic et al., 2016). Electrophysiological studies also revealed distinct intrinsic properties of SP neurons that most likely play an important role in shaping cortical networks during development (Hanganu et al., 2002; Dupont et al., 2006; Luhmann et al., 2009, 2018; Kanold and Luhmann, 2010; Yang et al., 2016; Deng et al., 2017).

SP neurons consist largely of projection neurons, and their axons begin to form projections very early on during development (McConnell et al., 1989; De Carlos and O’Leary, 1992; Clascá et al., 1995; Molnár et al., 1998; Pedraza et al., 2014). SP projection neurons extend their axons to specific cortical and subcortical sites (Usrey and Fitzpatrick, 1996; Zhang and Deschênes, 1997; Kanold and Luhmann, 2010; Hoerder-Suabedissen and Molnár, 2012; Hoerder-Suabedissen et al., 2018). Intracortical axonal projections from the SP target layers 1 and 4 above the SP and also distant cortical regions (Clancy and Cauller, 1999; Piñon et al., 2009; Zhao et al., 2009; Hoerder-Suabedissen and Molnár, 2012; Hoerder-Suabedissen et al., 2018). Axon collaterals of SP neurons project both ipsilaterally and contralaterally within the cortex, although only very few of the latter were found in rodents (De Carlos and O’Leary, 1992; Allendoerfer and Shatz, 1994; Ozaki and Wahlsten, 1998; Del Río et al., 2000; Hanganu et al., 2002; Kanold et al., 2003; Kanold and Shatz, 2006; Hoerder-Suabedissen and Molnár, 2012). Similar intracortical axon projection patterns have been reported in other mammalian species including cats and ferrets (McConnell et al., 1989; Antonini and Shatz, 1990; Friauf et al., 1990; Friauf and Shatz, 1991; Finney et al., 1998).

Molecular characterization of SP neurons at different developmental stages has identified SP-specific genes that are mostly temporal, which indicates the possible changing role of SP neurons underlying functional circuitry development and refinement (Hoerder-Suabedissen et al., 2009, 2013; Oeschger et al., 2012; Hoerder-Suabedissen and Molnár, 2013; Sorensen et al., 2015; Viswanathan et al., 2017). Several studies have shown that deletion of SP resulted in disrupted cortical plate organization and developmental deficits in brain functions (Ghosh et al., 1990; Ghosh and Shatz, 1993; Lein et al., 1999; Kanold et al., 2003; Kanold and Shatz, 2006; Magnani et al., 2012; Tolner et al., 2012). Thus, expression of SP-specific genes at a critical period during development almost certainly underlies the fine orchestration of SP axon projection pattern and regulates cortical maturation. However, the relationship between molecular identity and axon projection target specificity remains largely elusive.

Our study is an effort to characterize axon projection pattern in the mouse L6b/SP, and to correlate it to the specific gene expression pattern of these neurons. This is crucial to understand the diversity of L6b/SP neurons and to enable functional manipulation of the discrete classes to clarify the distinct role of these neurons during cortex maturation. We set out to examine the axonal projection target of L6b/SP neurons and whether this is consistent throughout development. We studied axonal projection from L6b/SP of the primary somatosensory cortex (S1) to the primary motor cortex (M1) since revealing molecular identity and development of this projection would lead to better understanding of a parallel circuit that it forms with the projections from the other layers (Mitchell and Macklis, 2005). We found a proportion of L6b/SP neurons that project unilaterally from S1 to M1 can be molecularly identified by a specific splice variant of the voltage-gated potassium channel *Kcnab1*. This discrete group of neurons was present at different stages of development, although the expression pattern of *Kcnab1* changed as the brain matured. There was also a considerable overlap between the Kvβ1-positive neurons in L6b/SP with known L6b/SP molecular markers. Overall, our results suggested that this molecularly distinctive group of neurons is most likely a L6b/SP subpopulation that survives as the cortex develops and may underlie inter-areal circuit establishment in the cortex.

## Materials and Methods

### Animals

Wild-type ICR mice were used in this study, and the animals were purchased from SLC Japan and housed under standard conditions with food and water *ad libitum* and maintained on a 12-h light/dark cycle. Embryonic day (E) 0.5 was defined as 12:00 noon on the day when the vaginal plug was found. During all surgical protocols, animals were deeply anesthetized by intraperitoneal injection of a combination anesthetic (MMB: 0.3 mg/kg of medetomidine, 4.0 mg/kg of midazolam, and 5.0 mg/kg of butorphanol) and intracardially perfused with ice-cold phosphate buffered saline (PBS) followed by 4% paraformaldehyde (PFA). Whole brains were carefully dissected after perfusion and post-fixed in 4% PFA overnight at 4°C, then transferred to 30% sucrose solution (≥24 h or until brain sinks to the bottom of the tube at 4°C). In the case of mouse embryos, the embryos were collected from pregnant dams (wild-type ICR) and the brains were immediately dissected from the embryos and post-fixed in 4% PFA overnight at 4°C, then transferred to 30% sucrose solution. The dams were sacrificed with cervical dislocation after administration of five doses of MMB. All animal experiments were approved by the Animal Research Committee of University of Fukui and the Animal Experimentation Committee of Osaka University, and performed in accordance with the Regulations for Animal Research at the University of Fukui and the Regulations on Animal Experimentation at Osaka University.

### Retrograde Labeling and Tissue Processing

Postnatal day (PD) 2 and 3-week-old (PW3) mice were used in the retrograde tracing experiments. PW3 mice were anesthetized and fixed on a stereotaxic frame, and tracer was injected into the cortex according to coordinates determined based on the mouse brain atlas (Paxinos and Franklin, 2008). Tracer used in this study was 2% Fluoro-Gold (Fluorochrome) in distilled water; 0.5% Cholera Toxin Subunit B conjugated with AlexaFluor 488 (Thermo Fisher Scientific) in PBS; or 2% Green RetroBeads^TM^ IX (Lumaflour) in PBS, and all tracer mixtures were added with 0.1 μg/ml Fast Green. For all injection sites, the anterior/posterior (AP) coordinates were referenced from Bregma, the medial/lateral (ML) coordinates were the distance from the midline at Bregma, and the dorsal/ventral (DV) coordinates were measured from the pial surface of the brain. All measurement units were in mm and are referred to in the following description as [anterior/posterior (AP), medial/lateral (ML), dorsal/ventral (DV)]. Three and six injection sites were selected for both M1 and S1, respectively. For injection into M1, the stereotaxic coordinates were (0.7, 1.0, 0.8), (1.2, 1.2, 0.8), and (1.5, 1.5, 0.8); whereas the stereotaxic coordinates for injection into S1 were (0.0, 3.0/3.5, 0.5), (−0.50, 3.0/2.5, 0.5), and (−1.5, 3.0/2.5, 0.5). Each animal received pressure injection (approximately 40 nl/site) of a tracer delivered *via* a glass needle (pulled and broken at the tip with forceps to make an opening with a diameter of 40–60 μm) attached to a Hamilton syringe. After 4 days’ survival, animals were transcardially perfused and the brains were processed as mentioned above. Images of the whole FG-injected brains were taken with a fluorescence stereomicroscope (MZ 10F, Leica) with a filter set ET UV LP (Leica), and only the brains that appeared to have sufficient injection were subsequently sectioned. The selected brains were embedded in O.C.T. compound (Sakura) and stored at −80°C, then cut into 14–16 μm sections on a coronal plane using a freezing microtome (Leica model CM3050S). Sections were imaged with BZ-X700 (Keyence) using an appropriate filter cube for FG (ET DAPI/FluoroGold, Chroma Technology Co., Bellows Falls, VT, USA).

As for mice at PD2, the animals were anesthetized by hypothermia and tracer was injected by using a Picospritzer^®^ II microinjector (Parker Hannifin, Cleveland, OH, USA). The injection targets (M1 and S1) were estimated based on parallel experiments whereby the injected mouse was raised to adulthood and injection sites in M1 and S1 were traced to confirm the point of injection. Briefly, injection in M1 and S1 were estimated as referral points from the midline (x) and the most rostral edge of the cortex (y), whereby M1 was x: 1.5 mm, y: 2.0 mm; and S1 was x: 2.5–2.8 mm and y: 3.0–3.5 mm. The mice were let to recover on heated pads and returned to the dams for survival. The mice were perfused 2 days post-injection at PD4 and the brains were processed and imaged as mentioned above.

### Microarray Screening

The genes preferentially expressed in association neurons (projecting from S1 to ipsilateral M1) compared to those in callosal neurons [projecting from S1 to contralateral S1 (cS1)] were identified with DNA microarray screening. In brief, cortical layer 2/3 neurons were transfected with pCAGGS-tdTomato by performing *in utero* electroporation at E15.5, and the mice that had tdTomato labeling of cell bodies in S1 were used in the subsequent procedure. The retrograde tracer Green Retrobeads^TM^ IX was injected at PD21 into either M1 or cS1 with the help of red fluorescence of tdTomato in these areas (in axon terminals projecting from S1). Mice were transcardially perfused with ice-cold PBS and the brains were dissected out, embedded in O.C.T. compound, and frozen in powdered dry ice. Fresh-frozen sections were cut at 10 μm, thaw-mounted onto glass slides covered with polyphenylene sulfide membrane and air-dried immediately. The labeled association neurons in layers 2/3, 5, and 6b, and labeled callosal neurons in layers 2/3 and 5 were collected from S1 (more than 1,000 cells each) using a laser-captured microdissection system (AS-LMD, Leica). Total RNAs were prepared using NucleoSpin RNA XS kit (Macherey-Nagel). cDNAs were synthesized, amplified, Biotin-labeled and fragmented using Ovation^TM^ Pico WTA System, WT-Ovation^TM^ Exon Module, and Encore^TM^ Biotin Module (NuGEN). Labeled cDNAs were hybridized to the GeneChip Mouse Gene 1.0 ST Array (Affymetrix, Santa Clara, CA, USA). Hybridization, washing and scanning were performed with a GeneChip 3,000 7G system (Affymetrix, Santa Clara, CA, USA). Raw signals were subjected to Log-transformation, global normalization, and centering in order to obtain processed signals for cross-sample comparison. The candidate genes preferentially expressed in L6b were selected using Subio Platform (version 1.14, Subio). The microarray data were deposited at Gene Expression Omnibus (GEO) under the accession number GSE123351.

### Probe Generation and *In situ* Hybridization Histochemistry (ISHH)

cDNA fragments of *Kcnab1* and *Ctgf* were PCR-amplified from mouse brain cDNA with the following primer pairs. *Kcnab1*-fwd.: 5′ GAAATGGGGTGCCAGAAA 3′; rev.: 5′ ATTGTACAGGGCCAGGCA 3′; *Ctgf*-fwd.: 5′ AGAGTGGAGCGCCTGTTCTA 3′; and rev.: 5′ ACTGGCAGAGTGGTGGTTCT 3′. In order to examine the expression pattern of *Kcnab1* splicing variants *Kcnab1.1*, *Kcnab1.2*, and *Kcnab1.3* in the mouse cortex, *in situ* probes were generated to specifically recognize each of the subunits. The primer sets used were as follows: *Kcnab1.1*-fwd.: 5′ CAGCCGAGATCACAGCCTG… 3′; rev.: 5′ CTGCTTTGCGGTGGACTCTT… 3′; *Kcnab1.2*-fwd.: 5′ ATAAACCTGCCTGTGCAGA… 3′; rev.: 5′ CATGCCTGTCTTTGCCTTG… 3′; *Kcnab1.3*-fwd.: 5′ AGGCAGATAGGAACTTCCAG… 3′; rev.: 5′ GCTCGCAGAGCTTTAGGT… 3′. Amplified fragments were cloned into pGEM-T vector (Promega). *In vitro* transcription of cRNA probes was performed with T7 or SP6 RNA polymerase (Roche) using the template plasmids linearized with an appropriate restriction enzyme and RNA DIG labeling mix (Roche) according to the manufacturer’s instructions.

*In situ* hybridization histochemistry (ISHH) was performed as described before (Yagi et al., 2016) using cryosections (14–16 μm) prepared from mice at E12.5, E14.5, E16.5, and E18.5; and PD3, PD4, PD7, PD21, and PD25 as mentioned above. The cryosections were air dried for 1 h and fixed in 4% PFA in PBS for 10 min at room temperature. The sections were then incubated in 0.2 M HCl for 10 mins, followed by permeabilization with Proteinase K (7.9 μg/ml; Roche) digestion for 10 min at 37°C. Concentration and treatment duration of Proteinase K were halved for the brain samples younger than PD4. Next, the sections were treated with acetic anhydride in 0.1 M triethanolamine for 10 min. The slides were rinsed with PBS in between each step. Finally, the sections were transferred to 5× saline sodium citrate (SSC) for 10 min or longer. Hybridization was carried out with the generated probes in hybridization buffer (50% formamide, 5× SSC, 200 μg/ml yeast tRNA) overnight for at least 16 h at 55°C. High-stringency washes were carried out in the following steps: 5× SSC, 20 min at room temperature; 2× SSC, 20 min at 65°C; two washes with 0.2× SSC, 20 min at 65°C and lastly the slides were transferred to PBS at room temperature. Detection of specific hybridization was performed using anti-Digoxigenin coupled with alkaline phosphatase, and subsequently visualized using nitro blue tetrazolium chloride/5-bromo-4-chloro-3-indolyl-phosphate (NBT/BCIP). Sense probes were used as negative controls and no signals were observed with the sense probes. Bright field images of the stained sections were taken with BZ-X700.

### Immunohistochemistry

Brain cryosections were prepared from adult mice (PW8–PW24) and the sections were processed accordingly for double immunofluorescence labeling. After air-drying for an hour at room temperature, the sections were treated with Tris EDTA buffer (pH 8.5) for 1 min at 105°C in the autoclave or for 30 min at 85°C in the water bath. This was followed by short rinses (5 min, three rinses) in PBS before blocking the sections with 5% normal donkey serum, 0.1% TritonX-100 in PBS. The sections were then incubated in primary antibodies (diluted in blocking solution) overnight at 4°C. The primary antibodies used in this study were as follows: CaMKIIα (1:100; rabbit; GeneTex, Irvine, CA, USA), Cplx3 (1:500; rabbit; SYSY), Ctgf (1:200; goat; Santa Cruz, CA, USA), Kvβ1 (1:200; mouse; Santa Cruz), and Nurr1 (1:200; goat; R&D). This was followed by incubation in species-specific fluorescent secondary antibodies (Donkey anti-mouse IgG Alexa Fluor 568 and either Donkey anti-rabbit IgG Alexa Fluor 488 or Donkey anti-goat IgG Alexa Fluor 488, all from Thermo Fisher Scientific, Waltham, MA, USA) for 4–6 h at 4°C. All secondary antibodies were diluted at 1:200 in PBS. Nuclear staining was performed using 4′,6-diamidino-2-phenylindole (DAPI). Fluorescence signals were imaged with a laser scanning confocal microscope (LSM 880 with Airyscan, Zeiss).

Immunohistochemistry against Fluoro-Gold was combined with ISHH. After detection of ISHH signals, sections were incubated with anti-Fluoro-Gold (FG; 1:500; rabbit; Millipore, MA, USA) overnight at 4°C. Immunoperoxidase labeling was performed using a Vectastain Elite ABC Kit (Vector) and a DAB detection kit (Vector) was used for detection, according to the manufacturer’s protocol. Bright field images of the stained sections were taken with BZ-X700.

### Splice Variant Identification

Mouse homologues for exons 1.2 and 1.3 of the human *Kcnab1* gene were identified by T-BLAST-N search in Ensembl genome database (GRCm38.p6^1^) with the human sequences as queries. The genomic regions encompassing the hit sequences and exon 2 were then subjected to exon/intron prediction with GeneWise^2^. The identified sequences were deposited at the DNA Data Bank of Japan (DDBJ) under the accession numbers LC437679 for exon 1.2 and LC437680 for exon 1.3.

### Cell Quantification

For analysis of retrogradely labeled L6b/SP neurons that expressed *Kcnab1*, 3 to 7 S1-containing sections per animal × three animals were used for quantification. The bright field images were adjusted for brightness and contrast using Adobe Photoshop CS3 (Adobe). Cell quantification was carried out using the Cell Counter plugin for ImageJ software (National Institutes of Health, Bethesda, MD, USA). Cells within a 4-cell-height from the border between the cortex and the white matter were considered as L6b and included in quantification. While the NBT/BCIP signals were usually devoid of nucleus, DAB tended to stain the entire cell body. Thus, double-positive cells were defined as cells that had DAB signal surrounded by NBT/BCIP signal. Cells without a clear nucleus were not included in quantification. Cells that were too densely stained with NBT/BCIP and/or DAB were excluded. The cell numbers counted are summarized in Supplementary Table S1.

For co-localization analysis for Kvβ1 and L6b markers, three S1-containing sections per animal × three animals were used for quantification. The fluorescence images were adjusted for brightness and contrast using Adobe Photoshop CS3. Cell quantification was carried out using the Cell Counter plugin for ImageJ software. Cells within a 4-cell-height from the border between the cortex and the white matter were considered as L6b and included in quantification. Only the cells with DAPI signals were included in quantification. DAPI-positive cells were also counted to estimate the total cell number in each counted area. Co-localization analysis for Kvβ1 and CaMKIIα was performed in the same manner using two sections per animal × four animals. The cell numbers counted are summarized in Supplementary Table S2.

### Analysis of the Public RNAseq Data in the Gene Expression Omnibus (GEO) Database

The TPM (Transcripts per million) data for *Kcnab1*, *Ctgf*, *Cplx3*, and *Nurr1* (*Nr4a2*) genes across 1809 individual cells isolated from the mouse primary visual cortex (V1) were obtained from the GEO^3^ (accession, GSE 71585; Tasic et al., 2016). Genes were considered as being expressed in a cell when the TPM value in the cell was 10 or larger. The percentage of cells expressing *Kcnab1* at two different expression levels (TPM ≥ 10 and TPM ≥ 100) was calculated for each of the eight broad types of cortical cells (astrocytes, endothelial cells, GABAergic neurons, glutamatergic neurons, microglia, oligodendrocytes, oligodendrocyte precursor cells, and unclassified cells). The percentages were also calculated for glutamatergic neurons in different layers and seven classes of GABAergic neurons by combining the numbers of cells for primary cell types in each layer or class. The percentages of cells expressing each of the four genes were calculated for two primary cell types for L6b (Rgs12 and Sepinb11). To specifically examine if *Kcnab1* is expressed in GABAergic neurons in L6b, the percentages of cells expressing *Kcnab1* among 41 cells (containing 33 glutamatergic neurons and eight GABAergic neurons) dissected from L6b of V1 were also calculated.

Similar analyses were performed using other RNAseq data for the four genes across 3,005 individual cells isolated from mouse S1 and hippocampal CA1 (Zeisel et al., 2015). The annotated expression data (equivalent to the raw data in GEO with the accession GSE60361 except for the cell type annotations) were obtained from the website of Linnarsson lab^4^. The percentages of *Kcnab1*-expressing cells (expression score ≥ 1) were calculated for Level-1 classes of cell types and for Level-2 classes of interneurons and pyramidal neurons. Those of cells expressing each of the four genes were calculated for L6b cells.

## Results

### Layer 6b/SP Contained Corticocortical Projecting Neurons

Discrete neuronal populations occupy each cortical layer and the laminar location of cell bodies commonly corresponds to specific axon projection targets. In order to determine whether neurons in the S1 area project over a long distance to the M1 area or form callosal projections, we injected retrograde tracer FG in M1 and cS1 of mice at age PW3 (Figures 1A,D). This was followed by a survival time of 4 days to allow the tracer to be retrogradely transported. Then we examined the distribution of retrogradely-labeled neurons in S1. We observed FG-labeled neurons in L6b in addition to some in layers 2/3 and 5, when tracer was injected into M1 (Figures 1B,C), consistent with a previous report (Mitchell and Macklis, 2005). When FG was injected in S1 in the other hemisphere under the same condition, there was no labeled neuron in L6b, although FG-labeled neurons were obvious in layers 2/3 to 5 (Figures 1E,F). The retrograde labeling experiments showed the same results when repeated with two other tracers; fluorescence conjugated-cholera toxin B (CTB) and Green RetroBeads^TM^ (data not shown).

**Figure 1:**
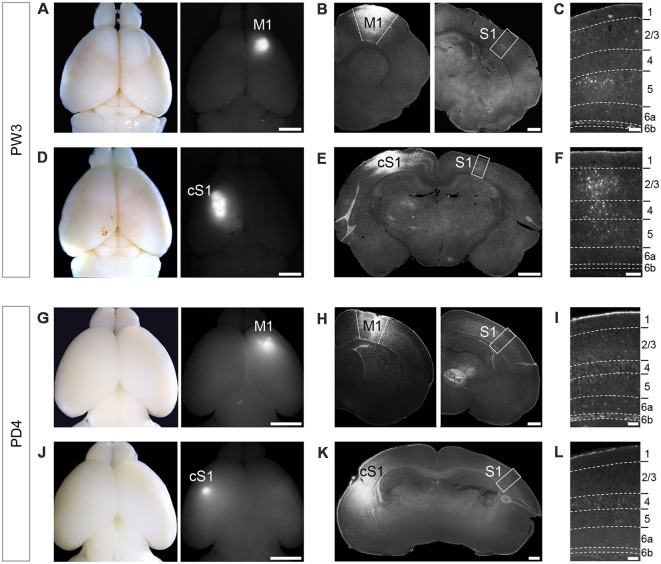
Retrograde tracer injection in M1 of PW3 mouse brain labeled unilaterally-projecting Layer 6b (L6b)/SP neurons in primary somatosensory cortex (S1). **(A,D)** Whole mount brain images in a bright field (left) and a fluorescent (right) views showing Fluoro-Gold (FG) injections into primary motor cortex (M1; **A**) and contralateral S1 (cS1; **D)** at PW3. Scale bars, 2 mm. **(B)** Coronal sections of the brain shown in **(A)** at the level of M1 (left) and S1 (right). Scale bar, 500 μm. **(C)** Higher magnification view of the boxed area in **(B)**. FG-labeled neurons were detected in L6b, as well as other layers. Scale bar, 100 μm. **(E)** A coronal section of the brain shown in **(D)** at the level of S1. Scale bar, 500 μm. **(F)** Higher magnification view of the boxed area in **(E)**. Scale bar, 100 μm. **(G,J)** Whole mount brain images in a bright field (left) and a fluorescent (right) views showing FG injection into M1 **(G)** and cS1 **(J)** at PD2. Scale bars, 2 mm. **(H)** Coronal sections of the brain shown in **(G)** at the level of M1 (left) and S1 (right). Scale bar, 500 μm.** (I)** Higher magnification views of the boxed area in **(H)**. FG-labeled neurons were detected in L6b. Scale bar, 100 μm.** (K)** A coronal section of the brain shown in **(J)** at the level of S1. Scale bar, 500 μm. **(L)** Higher magnification views of the boxed area in **(K)**. Scale bars, 100 μm. Dashed lines in **(C)**, **(F)**, **(I)**, and **(L)** indicate borders of cortical layers.

We next asked if this projection pattern is consistent throughout postnatal development. When FG was injected at PD2, we found FG-labeled SP neurons at PD4 for tracing from M1 (Figures 1G–I), but not for tracing from cS1 (Figures 1J–L), similar to the results in L6b neurons in PW3 animals. Taken together, L6b/SP neurons in the S1 area projected their axons unilaterally to the M1 area.

### *Kcnab1* Was Identified as a Candidate Gene Expressed in L6b/SP Association Neurons

In our DNA microarray screening for the genes preferentially expressed in association neurons (projecting from S1 to M1) and those in callosal neurons (projecting from S1 to cS1; Figure 2A), we found many genes preferentially expressed in the association neurons in L6b/SP. 

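The screening comprised 5 arrays, 1 for each group of S1 neurons: association neurons in L2/3, L5, and L6b, and callosal neurons in L2/3 and L5. Green RetroBeads injected into M1 or cS1 at PD21 marked the projection, and the sample labels place tissue collection 3 days later, at PD24. Laser microdissection separated the layers, with more than 1000 cells per group in the paper and about 1000 in the labels. Amplified cDNA was hybridized to the GeneChip Mouse Gene 1.0 ST Array, which measures a gene by a group of probes called a probe set. The deposited table holds a log2 signal for each of 35556 probe sets in each array, and the method that combined the probes is not given in the sources used here. The median log2 signal was 5.71 in association L2/3, 5.77 in association L5, 5.8 in association L6b, 5.74 in callosal L2/3, and 5.74 in callosal L5. Each array's median was subtracted from its signals. Whether these signals already held the global normalization named in the methods is not given in the sources used here. Each of 19938 named genes was represented by its probe set with the highest mean signal, and the 12632 genes that reached the array median in at least 1 array were compared. L6b enrichment is the log2 signal in association L6b minus the mean of the other 4 arrays. With 1 array per group there is no replicate check, so the values describe these arrays and no p-value is given across genes.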

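The L6b array stood apart from the other arrays in more genes that were lower than genes that were higher. *Chrna4*, which encodes a subunit of the nicotinic acetylcholine receptor, had an L6b enrichment of 2.53, a 5.77-fold higher signal. *Camk2a*, the gene of the kinase CaMKIIα of excitatory neurons, had an L6b enrichment of -2.71, with a signal of 2.41 above the array median in L6b and of 4.41 to 5.75 in the other arrays. In total, 159 genes were at least 2-fold higher in L6b than in each of the other 4 arrays, and 356 genes were at least 2-fold lower. At a 4-fold difference these counts were 50 and 84. Each of the other arrays was set against the remaining 4 in the same way. The count of higher and of lower genes was 295 and 20 in association L2/3, 166 and 104 in association L5, 211 and 57 in callosal L2/3, and 165 and 45 in callosal L5. The largest count of lower genes belonged to L6b, and the largest count of higher genes to association L2/3, under each of 4 scalings.

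**Figure D1:**
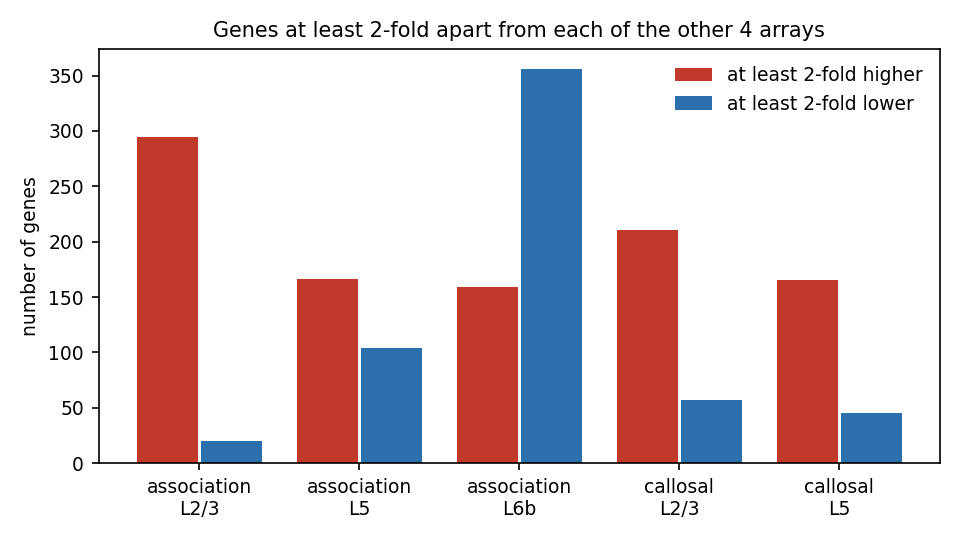
Number of genes (vertical axis) at least 2-fold higher (red bars) or at least 2-fold lower (blue bars) in 1 array than in each of the other 4, for the 5 arrays (horizontal axis). Association L6b has 356 lower genes and 159 higher genes, and association L2/3 has 295 higher genes and 20 lower genes.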

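Association and callosal arrays of the same layer also differed. *Phc3*, which encodes a Polycomb protein, was higher in association neurons by 6.91 log2 in L2/3 and by 1.35 in L5. *Larp4*, which encodes an RNA-binding protein, was higher by 4.80 in L2/3 and by 2.31 in L5. *E2f3*, which encodes a transcription factor of the cell cycle, was higher by 4.89 in L5 but by 0.54 in L2/3. *Xist*, the RNA that silences an X chromosome, was higher in association neurons by 3.43 in L2/3 and by 2.95 in L5. In the opposite direction, the association minus callosal difference of *Eif2s3y*, a Y-linked gene of translation initiation, was -5.51 in L2/3 and -4.92 in L5. For *Vamp8*, which encodes a vesicle fusion protein, it was -3.17 and -2.37. The differences of *Xist* and *Eif2s3y* could also come from animals of different sex, which the paper's text does not give. The lower signal lay below the array median for *Phc3* in L2/3 and for *E2f3*, *Xist*, *Eif2s3y*, and *Vamp8* in both layers. That of *Phc3* was -1.94 in callosal L2/3, so these sizes rest on dim signals. Of the 12632 genes, 641 were at least 2-fold higher and 439 at least 2-fold lower in association neurons of L2/3, and 441 were higher and 628 lower in those of L5. Of these, 49 were higher in both layers and 52 were lower in both, where independent lists would share 22.4 and 21.8. A further 106 were at least 2-fold higher in 1 layer and at least 2-fold lower in the other, where independent lists would give 47.2. Arrays of 1 projection or of different layers were at least 2-fold apart in as many genes or more, 1086 between callosal L2/3 and callosal L5, 1370 between association L2/3 and L5, and 1110 between association L2/3 and callosal L5, against 1080 in L2/3 and 1069 in L5 between the projections. Between L5 and L2/3, 68 genes were at least 2-fold higher and 116 lower in L5 of both projections, 113 were so in opposite directions, and these layer differences of the association and the callosal arrays had a correlation of 0.086. Across genes, which are not replicates, the differences in L2/3 and in L5 had a Pearson correlation of -0.013.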

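The highest L6b enrichment of the genes listed here was that of *Cplx3*, 5.22, which encodes a complexin that regulates transmitter release. *Insyn2a*, which encodes a protein of inhibitory synapses, followed at 5.13. *Pcbd2* stood at 4.60, *Lhfpl3* at 4.23, and *Tnmd* at 4.22. *Trps1*, which encodes a zinc-finger transcription factor, stood at 4.21, with a signal relative to the array median of 4.94 in L6b, 2.33 and 2.73 in the L2/3 arrays, and -0.89 and -1.26 in the L5 arrays. The amino acid transporter gene *Slc7a5* stood at 3.49. The myelin gene *Mog* stood at 3.31, and 9 of 19 myelin genes past the filter (11 as deposited) were higher in L6b than in each other array. The remaining genes among the 15 highest were *Nsmce2*, *Nxt1*, *Rps19-ps3*, *Ctgf*, *Trp53i11*, *Uck1*, and *Cidea*, the last of which had the lowest value of the 15, 3.19. The 10 lowest genes were led by *Nefm*, which encodes a neurofilament protein, at -6.19, with a signal of -1.03 in L6b and of 4.62 to 5.53 in the other arrays. Genes of calcium-binding proteins were among them, *Calb1* at -5.86 and *Pvalb* at -5.32. *Tafa1*, which encodes a secreted protein, stood at -5.39, *Tmem196* at -5.09, and *Rgs4*, a regulator of G protein signaling, at -4.78. *Tmem106b*, *Tmem218*, *Lclat1*, and *Hacd2* ranged from -4.71 to -4.20. The L6b signal lay below the array median for *Nefm*, *Calb1* (-1.62), *Pvalb* (-1.38), *Hacd2* (-1.12), *Tmem106b* (-0.46), and *Tmem218* (-0.1). The sizes and order of those genes therefore rest on dim signals in L6b. Predicted genes, olfactory and vomeronasal receptor genes, and small RNAs were left out of these 25 genes. Each of the 25 was above, or below, every other array in L6b, and all but *Trps1*, *Tmem196*, and *Hacd2* were read by 1 probe set.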

We selected 100 candidate genes with the highest enrichment in L6b/SP for shortlisting by ISHH. These included a gene encoding a β subunit of voltage-dependent potassium channel, *Kcnab1*, as well as known L6b/SP markers including *Ctgf* (Figure 2B). 

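*Kcnab1*, which encodes the potassium channel subunit Kvβ1, had an L6b enrichment of 2.50, a 5.67-fold higher signal, and ranked 52 of 12632 genes. Its signal relative to the array median was 2.41 in association L6b, 0.11 in association L5, 0.07 in association L2/3, -0.11 in callosal L5, and -0.44 in callosal L2/3. The nearest array was 2.30 log2 below L6b. *Ctgf*, which encodes a secreted growth factor of the matrix, had an L6b enrichment of 3.65, a 12.5-fold higher signal, and ranked 13, with 4.63 in L6b and 0.81 to 1.07 in the other arrays. Of 7 L6b/SP markers named in the paper, 5 passed the filter, and all 5 were higher in L6b than in each of the other arrays, 3 of them by at least 2-fold. *Cplx3* ranked 2. *Nr4a2*, the gene of the nuclear receptor Nurr1, had an L6b enrichment of 1.34 and ranked 193. *Tpd52l1* had an enrichment of 0.64 and ranked 552, and *Nxph4*, which encodes a neurexophilin, had one of 0.54 and ranked 694. *Inpp4b* and *Htr1d* stayed below the array median in every array. Of 11 other L6b/SP genes past the filter, 8 were higher in L6b than in each other array (9 as deposited), 3 of them by at least 2-fold. These 3 were *Moxd1* at 2.65, the neuropeptide gene *Trh* at 2.48, and *Hs3st4*, which encodes a heparan sulfate sulfotransferase, at 2.17. After subtraction of the medians, *Rgs12* (-0.03), *Ngfr* (-0.03), and *Unc5c* (0.01) were not higher in L6b than in each other array. *Rgs12* and *Serpinb11* name the L6b cell types of single-cell data used in the paper. *Serpinb11* stayed below the array median in every array. The enrichment of *Cdh18*, a cadherin gene, was 2.06, or 1.13 without callosal L5, with 4.99 in L6b, 4.27 in association L2/3, and 0.16 in callosal L5. The ranks depend on how enrichment is measured, and the paper's text does not define its measure. From the enrichment in this screening, the paper took *Kcnab1* on to ISHH.

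**Figure D2:**
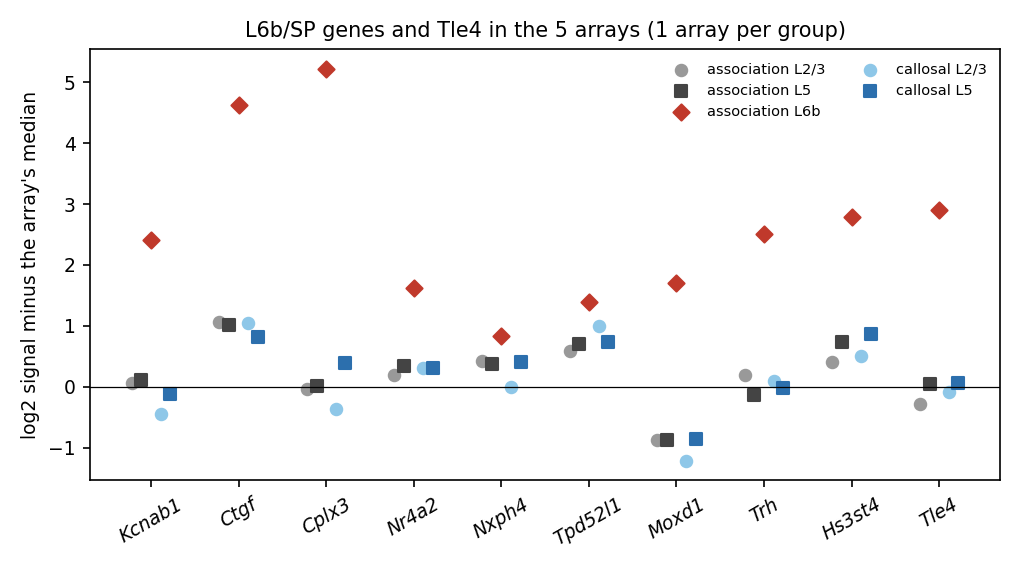
Log2 signal minus the array's median (vertical axis) of 10 genes (horizontal axis) in the 5 arrays, 1 point per array. *Kcnab1* stands at 2.41 in association L6b (red) and between -0.44 and 0.11 in the other arrays, and each of the other genes is also highest in L6b. The L6b/SP genes *Rgs12*, *Ngfr*, and *Unc5c*, which were not highest in L6b, are not among the genes shown.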

ISHH analysis with coronal sections of the PD21 cortex confirmed the expression of *Kcnab1* in L6b/SP, similar to that of *Ctgf*. In addition, *Kcnab1* was also observed in other layers in a scattered manner (Figures 2C,D). As we found that its expression was specific to SP in the embryonic stages (see below), we focused on the analysis of *Kcnab1* in this article.

**Figure 2:**
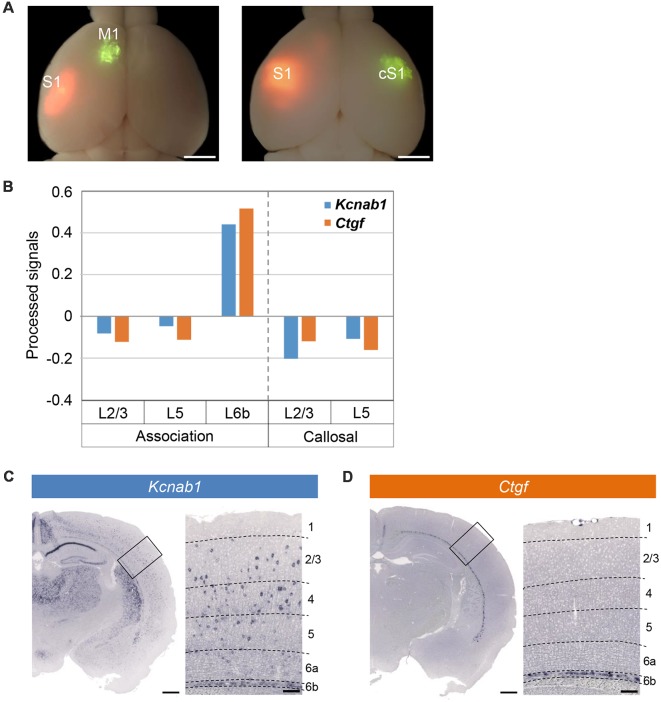
Microarray screening identified *Kcnab1* and *Ctgf* as expressed in L6b. **(A)** Green RetroBeads^TM^ was injected into M1 (left panel) or cS1 (right panel) of the brains at PD21 that had been electroporated with pCAGGS-tdTomato at E15.5. Green and red fluorescent images were overlaid onto the bright field image. Scale bars, 2 mm.** (B)** Relative expression levels of *Kcnab1* (blue) and *Ctgf* (orange) among association neurons in L2/3, L5, and L6b and callosal neurons in L2/3 and L5 compared by microarray analysis. **(C,D)** *In situ* hybridization histochemistry (ISHH) for *Kcnab1* **(C)** and *Ctgf* **(D)** was carried out on coronal sections of mouse brain at PD21. Higher magnification view of the boxed area is shown on the right of each panel. Dashed lines in these high magnification images indicate borders of cortical layers. Scale bars, 500 μm and 100 μm for low and high magnifications, respectively.

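*Kcnab1* and *Ctgf*, the latter also named Ccn2, were each read by 1 probe set. The deposited log2 signal of *Kcnab1* was 8.21 in association L6b and 5.30 to 5.88 in the other arrays. That of *Ctgf* was 10.4 in association L6b, 6.55 in callosal L5, and 6.78 in each of the remaining arrays. After subtraction of each array's median and centering on the mean of the 5 arrays, *Kcnab1* stood at 2.00 in association L6b, -0.30 in association L5, and -0.34 in association L2/3. In callosal neurons it stood at -0.85 in L2/3 and -0.52 in L5. The centered signal of *Ctgf* was 2.92 in association L6b, -0.70 in association L5, -0.64 in association L2/3, -0.67 in callosal L2/3, and -0.90 in callosal L5.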

### L6b/SP Association Neurons Expressed *Kcnab1*

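As lists, the L6b/SP and L6a genes were higher in the L6b array and the L2/3 genes were lower. The median L6b enrichment of the L6b/SP markers named in the paper was 1.34, and that of other L6b/SP genes was 0.67, and both lay above every 1 of 10000 random lists of the same size matched on mean signal (percentile 100). With no filter on dim genes these medians were 0.68 and 0.51, and with the filter at the 75th percentile 2.50 and 2.06. The first list was known to the study and is not independent of it. Genes of L6a corticothalamic neurons had a median of 0.28 over 11 members (percentile 99.82), with the corepressor gene *Tle4* at 2.98, the transcription factor gene *Nfia* at 1.57, and *Tbr1* at -0.67. Of these 11, 7 were higher than in each other array and 3 were lower than in each (2 as deposited), while 2 were at least 2-fold higher and none was at least 2-fold lower. The L2/3 genes had a median of -0.85 over 15 members (percentile 0), or of -0.47 without association L2/3, and 10 of them were lower in L6b than in each other array (8 as deposited), among them the transcription factor gene *Pou3f2* at -2.30 and *Lamp5* at -2.04. The L5 genes had a median of -0.11 (percentile 23.45), with *Rbp4* at -1.80. Without callosal L2/3 this median was -0.27 (percentile 2.11), and without association L2/3 it was -0.08 (percentile 30.68). It was -0.07 without association L5 (percentile 42.71) and -0.04 without callosal L5 (percentile 59.68). *Pcp4* was at 6.16 in L6b, 6.14 in callosal L5, and 5.99 in association L5, and at 3.86 and 3.33 in the L2/3 arrays of association and callosal neurons. The 4 L4 genes had a median of -0.38 (percentile 8.94), and with no filter the median was -0.23 (percentile 2.02). The median of callosal projection neuron genes was -0.17 (percentile 8.30), or -0.26 without callosal L2/3 (percentile 2.64) and -0.18 with no filter (percentile 2.50).
Genes of glutamatergic and of GABAergic neurons were lower in L6b as lists, but not in every member. Of the 12 glutamatergic genes, 6 were lower in L6b than in each other array (6 as deposited), 4 of them by at least 2-fold. Of the 15 GABAergic genes, 5 were lower than in each (4 as deposited), 2 of them by at least 2-fold, and 1 was higher than in each. Glutamatergic neuron genes had a median of -0.80 over 12 members (percentile 0.19), with *Nrgn*, a calmodulin-binding protein gene, at -1.88, the NMDA receptor gene *Grin2b* at -1.43, and *Slc30a3*, the gene of a zinc transporter of synaptic vesicles, at -1.20. The vesicular glutamate transporter gene *Slc17a7* was at -0.16, with a signal of 3.98 in L6b, inside the range of 3.84 to 4.47 in the other arrays. GABAergic neuron genes had a median of -0.28 over 15 members (percentile 0.66), with the neuropeptide gene *Sst* at -1.78 and the glutamate decarboxylase gene *Gad1* at -1.04. Without association L2/3 this median was -0.16 (percentile 3.73), and without callosal L5 the percentile was 2.78. With no filter it was -0.12, and with the filter at the 75th percentile -0.91. Myelin genes were higher, with a median of 0.55 over 19 members (percentile 100), among them *Ugt8a* at 1.74 and *Opalin* at 1.68, and 9 of 19 were higher than in each other array (11 as deposited). This median was 0.91 without association L5, 0.82 without callosal L5, 0.40 without association L2/3, and 0.39 without callosal L2/3. It was 0.96 with the filter at the 75th percentile and -0.01 against the highest of the other arrays in place of their mean. Oligodendrocyte precursor genes had a median of 0.21 over 7 members (percentile 99), which was 96.74 under quantile normalization and 83.14 with the filter at the 75th percentile, where the median was 0.08. The medians of astrocyte genes (-0.11), microglia genes (-0.03), and endothelial and mural genes (-0.08) changed sign with the scaling. For microglia and endothelial genes the scalings that did so were those that shift every gene by the same amount. With the filter at the 75th percentile the microglia median was 0.03. The percentiles of these lists and of meningeal and fibroblast genes (0.02) ranged from 23.16 to 79.48. Under quantile normalization they ranged from 19.07 to 77.68.

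**Figure D3:**
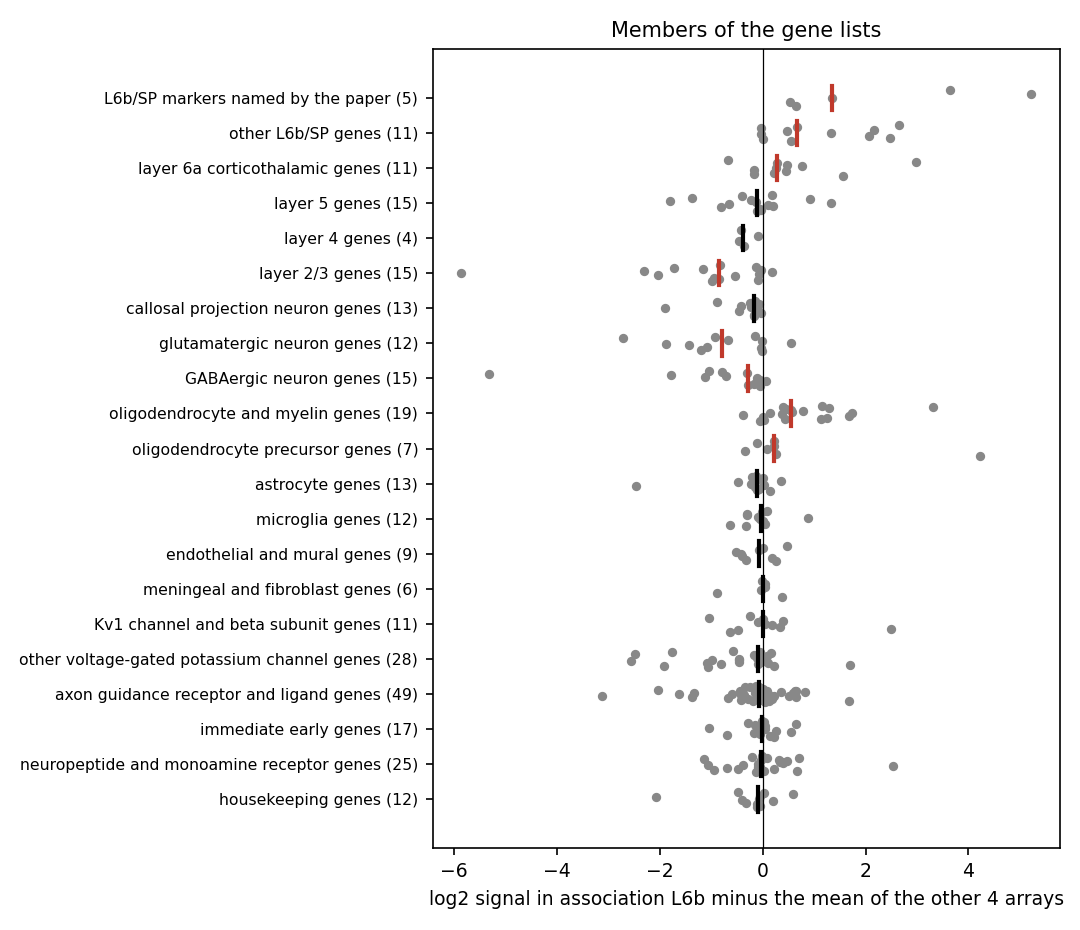
L6b enrichment in log2 (horizontal axis) of the members of 21 gene lists (vertical axis, number of members in parentheses), 1 point per gene. Vertical bars mark the list medians, in red for lists at or beyond the outer 2.5% of the random lists on either side. The L6b/SP lists (1.34 and 0.67) and the myelin genes (0.55) lie to the right and the L2/3 genes (-0.85) to the left, and small medians such as that of the astrocyte genes change sign with the scaling.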

From our retrograde tracing experiments and microarray gene analysis, we were inclined to hypothesize that association neurons in L6b/SP were molecularly distinctive. Therefore, brains that were injected with retrograde tracer were processed for ISHH and immunohistochemistry to confirm this hypothesis.

From our retrograde tracing experiment in combination with ISHH, we observed M1-projecting neurons in L6b/SP in S1 of PW3 mice that were double-positive for FG (detected by anti-FG antibody) and *Kcnab1* (Figures 3A–C). We examined a total of 366 neurons in S1 L6b/SP (*N* = 3 mice) that were retrogradely labeled and 83.0 ± 0.02% [mean ± standard error of the mean (SEM)] of them expressed *Kcnab1* (Figure 3D, Supplementary Figure S1 and Supplementary Table S1). On the other hand, among 634 *Kcnab1*-positive neurons in L6b/SP, 50.1 ± 0.10% were of association type. We did not observe any obvious regional biases in cellular distributions of FG+ and *Kcnab1*+ neurons within S1 (Supplementary Figure S1). Similarly, at the neonatal stage (injection at PD2 and brains fixed at PD4), a proportion of association neurons in L6b/SP expressed *Kcnab1* (data not shown).

**Figure 3:**
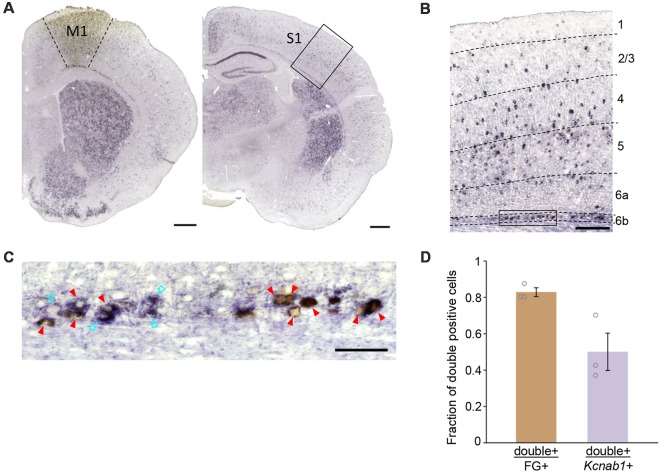
Association neurons in L6b/SP expressed *Kcnab1*. **(A)** ISHH was carried out in combination with retrograde tracing detected by anti-FG antibody to determine *Kcnab1* expression of the association neurons in the L6b/SP of PW3 mouse. The left panel shows FG injection site in M1, revealed by anti-FG staining (brown patch) and the right panel shows the retrogradely labeled region in S1. Scale bars, 500 μm. **(B)** Neurons that were double-positive for FG (brown) and *Kcnab1* (violet) were observed in L6b as well as the upper layers in S1. Dashed lines indicate borders of cortical layers. Scale bar, 200 μm. **(C)** Higher magnification view of the boxed area in **(B)**. Red arrowheads indicate double-positive, i.e., association neurons that expressed *Kcnab1*. Cyan open arrowheads indicate *Kcnab1*-positive neurons that were not retrogradely labeled. Scale bar, 50 μm. **(D)** Summary data showing the overlap between neurons retrogradely labeled from M1 (FG+) and *Kcnab1*+ neurons in L6b/SP at PW3 (*n* = 366 FG+ neurons and *n* = 634 *Kcnab1*+ neurons from *N* = 3 mice). See also Supplementary Table S1 for the details of quantification results.

### *Kcnab1* Expression During Embryonic Stage Was Restricted to L6b/SP

Since L6b/SP neurons with a unilateral projection expressed *Kcnab1* at both the neonatal and postnatal stages, we set out to examine the onset of *Kcnab1* expression in the mouse cortex and whether the expression pattern was maintained throughout development. First, we carried out ISHH for *Kcnab1* on coronal sections of the mouse brain at different embryonic stages. *Kcnab1* expression was observed in the SP as early as E14.5 (Figure 4), shortly after the SP was formed. Interestingly, *Kcnab1* expression was consistently restricted to the SP, the earliest-formed layer, and not detected in other layers throughout embryonic development. *Kcnab1* has an earlier onset in comparison to the established L6b/SP marker *Ctgf*, of which the earliest expression was detected at E16.5 among the stages tested.

**Figure 4:**
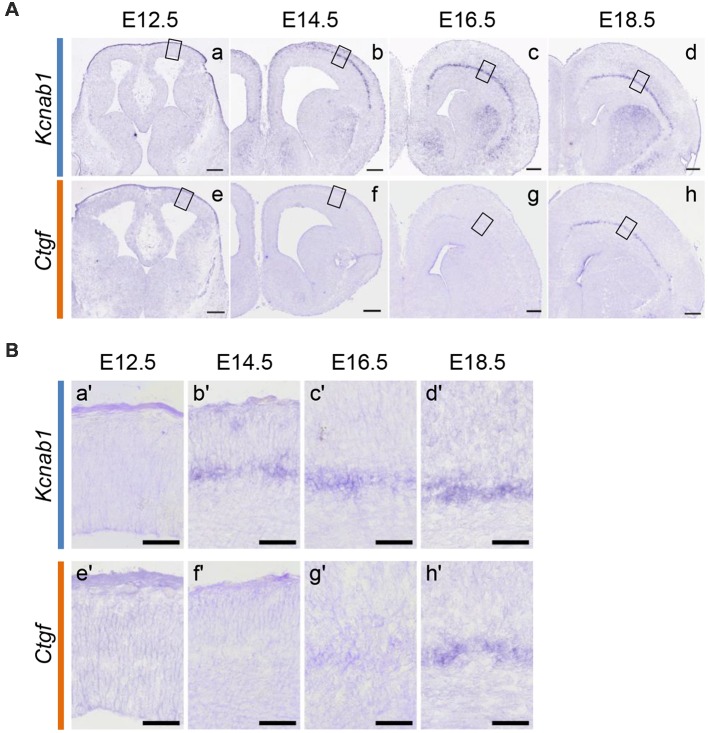
*Kcnab1* expression in developing mouse cortex was detected as early as E14.5. **(A)** ISHH for *Kcnab1* **(a–d)** and *Ctgf* **(e–h)** was carried out on coronal sections of the mouse brain at different embryonic stages (E12.5, E14.5, E16.5, and E18.5). *Kcnab1* expression was observed starting at E14.5 and it began earlier when compared to *Ctgf* expression. Scale bar, 200 mm (micrometer). **(B)** Higher magnification of boxed regions in **(A)**. *Kcnab1* expression was restricted to the SP during the embryonic stage **(b′–d′)**. Scale bar 50 μm.

### *Kcnab1* Expression Spread to Other Layers in the Postnatal Stages

Our results demonstrated that *Kcnab1* expression in the mouse cortex changes as the brain matures. *Kcnab1*-positive neurons were constrained to L6b/SP during embryonic age (Figure 4). However, the expression was less localized in the PD21 brain (Figure 2C). We went on to analyze the expression pattern during early postnatal stages in order to clarify when exactly the expression in other layers started. Our comparison ISHH results showed that *Kcnab1* expression was apparent in the upper layers at stage PD3 onwards (Figures 5A,B). As the cortical layers became more prominent, *Kcnab1* expression in L6b/SP became weaker whereas numbers of *Kcnab1*-expressing neurons in other layers increased. *Kcnab1*-positive neurons in the upper layers were sparse and scattered in layers 2/3, 4, and 5, seemingly with no specific organization pattern (Figure 5B). Together with the expression during the embryonic stage, these data showed that *Kcnab1* is expressed in a bipartite manner: a stable expression in the L6b/SP throughout the cortical development and a dynamic expression in other layers that appears postnatally.

**Figure 5:**
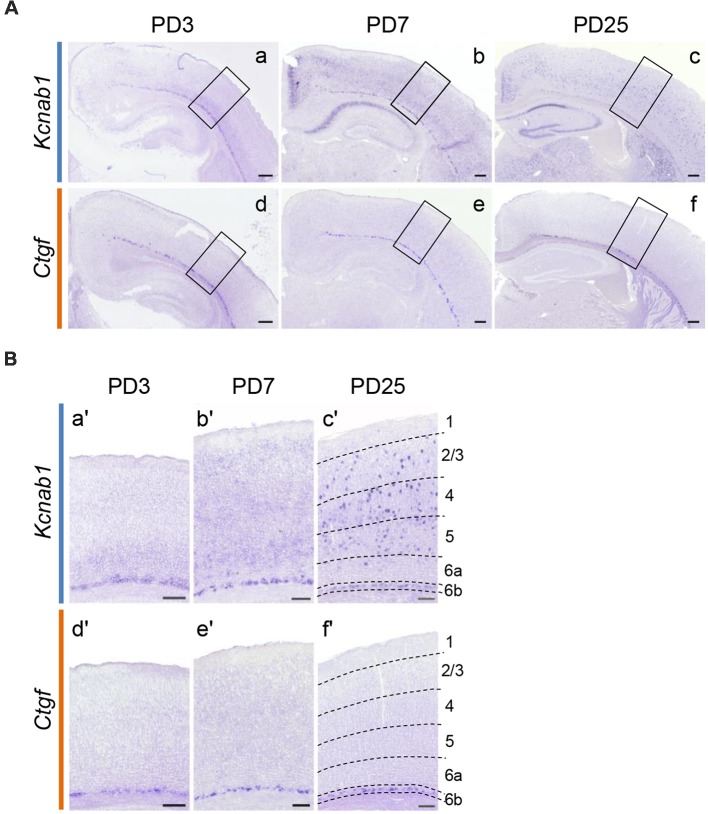
*Kcnab1* expression pattern changed during postnatal development. **(A)** ISHH for *Kcnab1* was carried out on coronal sections of the mouse brain at selected postnatal stages (PD3, PD7, and PD25). Scale bars, 200 μm. **(B)** Higher magnification view of boxed regions in **(A)**. Weak *Kcnab1* expression was detected in deep layers above L6b at PD3 **(a,a′)**. *Kcnab1* expression gradually spread to the more superficial layers and some cells with higher expression appeared **(b,b′)**, becoming evidently scattered in the upper layers at PD25 **(c,c′)**. In comparison, *Ctgf* was limited to L6b throughout postnatal development (**d–f**; **d′–f′**). Dashed lines in **(c′)** and **(f′)** indicate borders of cortical layers. Scale bars, 100 μm.

### *Kcnab1* Neurons Were a Distinct Subpopulation in L6b/SP

*Kcnab1* expression was observed in the mouse cortex shortly after the formation of the SP and it remained throughout development. As a step to further characterize this neuronal subclass in the L6b/SP, we tested the co-localization extent of protein product Kvβ1 and selected L6b/SP markers Ctgf, Cplx3, and Nurr1 (Figures 6A–C) in adult brains. All three markers label neurons in a thin band that comprises 2–3 rows of densely packed cells directly above the white matter, with a certain variation in different cortical areas (Liu and Baker, 1999; Arimatsu et al., 2003; Hoerder-Suabedissen et al., 2009; Wang et al., 2011). L6b/SP neurons identified by these markers are known to overlap to a varying degree (Hoerder-Suabedissen et al., 2009, 2013). We examined a total of 409 Kvβ1-immunoreactive neurons in L6b/SP (in three animals) and a majority (87.8 ± 0.02%) of them co-expressed Ctgf. Among 414 Kvβ1-immunoreactive neurons in L6b/SP (in three animals), more than three quarters (78.7 ± 0.02%) were Cplx3-positive, whereas 57.7 ± 0.04% of a total of 462 Kvβ1-positive neurons examined expressed Nurr1 (Figure 6D and Supplementary Table S2). Among the marker-expressing neurons, the vast majority of them (93.6–95.6%) were Kvβ1-positive (Figure 6D and Supplementary Table S2). Thus, *Kcnab1*-expressing neurons constitute a distinct subpopulation of L6b/SP neurons.

**Figure 6:**
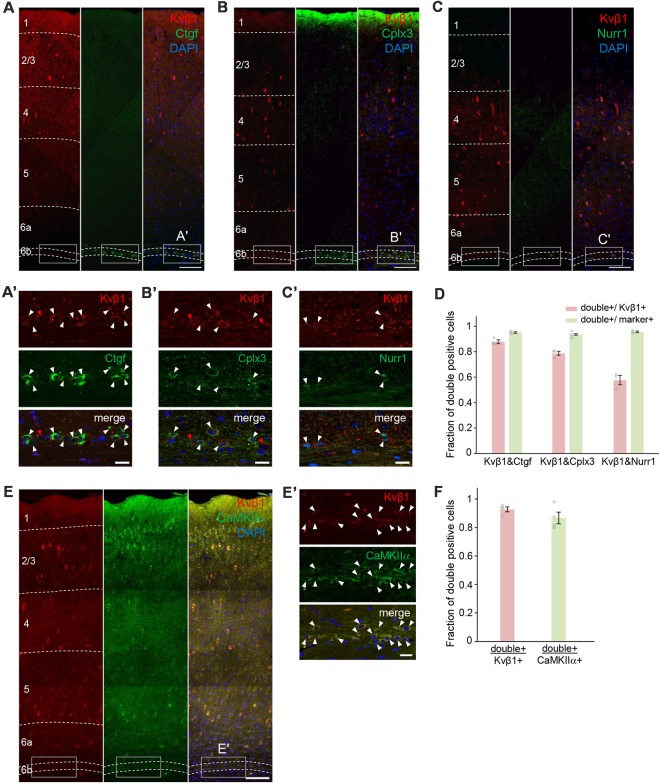
Cellular co-localization of the protein product Kvβ1 and L6b/SP markers in the adult S1. Double immunostaining experiments revealed co-expression of Kvβ1 and L6b/SP markers **(A)** Ctgf, **(B)** Cplx3 and **(C)** Nurr1 in L6b neurons. Dashed lines indicate borders of cortical layers. Scale bars, 100 μm. Boxed areas in **(A–C)** are shown in higher magnification in **(A′–C′)**. White arrowheads indicate double-positive L6b neurons. Red arrowheads indicate L6b neurons that expressed only Kvβ1. Scale bars, 20 μm. **(D)** Summary data showing degrees of co-localization. The bar diagrams illustrate the fraction of double-positive cells to Kvβ1- (red) and marker- (green) positive L6b cells. Staining combinations are shown at the bottom of the bars. Kvβ1-positive neurons in L6b expressed all three markers but the proportion of overlap varied. Error bars represent standard error of the mean (SEM; *N* = 3 animals per marker group). See also Supplementary Table S2 for the details of quantification results. **(E)** Double immunostaining with excitatory neuronal marker CaMKIIα showed that the majority of Kvβ1-expressing neurons were also CamKIIα-immunoreactive. Dashed lines indicate borders of cortical layers. Scale bar, 100 μm. **(E′)** Higher magnification images of boxed areas in **(E)** and arrowheads indicate Kvβ1-CaMKIIα co-localization. Scale bars, 20 μm.** (F)** Summary data showing high percentages of double-positive neurons both in Kvβ1-expressing neurons and in CaMKIIα-expressing neurons in L6b. Error bars represent SEM (*N* = 4 animals). See also Supplementary Table S2 for the details of quantification results.

To gain insight into the neurochemical characteristics of *Kcnab1*-expressing neurons, we also analyzed the co-localization of Kvβ1 and CaMKIIα, a general marker for excitatory neurons in the cortex (Benson et al., 1992; Jones et al., 1994; Zhang et al., 2006; Wang et al., 2013; Pinto and Dan, 2015). Among 837 Kvβ1-positive neurons in L6b/SP, 92.7 ± 0.02% were CaMKIIα-positive (Figures 6E,F and Supplementary Table S2), suggesting that the majority of *Kcnab1*-expressing neurons were excitatory. A recent study reported that no GABAergic neuron was detected among *Ctgf*-expressing neurons (Boon et al., 2018). As approximately 12% of *Kcnab1*-expressing neurons were *Ctgf*-negative (Figure 6D and Supplementary Table S2), we examined single cell RNAseq data of cortical neurons (Tasic et al., 2016) to see if *Kcnab1* is expressed in GABAergic neurons in L6b. Among 41 neurons dissected from L6b, *Kcnab1* transcripts were detected in 50.0% of GABAergic neurons as well as in 90.9% of glutamatergic neurons (Supplementary Figure S2). Notably, analysis on the RNAseq data further showed that *Kcnab1*-expressing neurons in other layers contained both glutamatergic and GABAergic neurons (Supplementary Figure S2). This was also confirmed by the analysis on another RNAseq data set by Zeisel et al. (2015; Supplementary Figure S3).

### All Cortical Layers Expressed a Single *Kcnab1* Splice Variant

As the presence of three alternative first exons (exon1.1, 1.2 and 1.3) was reported for the human orthologue of *Kcnab1* (England et al., 1995; McCormack et al., 1995) and our probe for mouse *Kcnab1* spanned from the last quarter of the coding sequence to 3′ UTR shared among three variants, we examined which variant was expressed in the cortex. In the Ensembl genomic database, neither exon 1.2 nor 1.3 was annotated. Thus, we performed the homology search using human orthologous exons as queries and found corresponding mouse exons 1.2 and 1.3 at 132 kb and 169 kb upstream of the exon 1.1, respectively (Figures 7A,B). Amino acid identities between human and mouse proteins within N-terminals encoded by the first exons were 98.6%, 84.0%, and 84.8% for Kvβ1.1, 1.2, and 1.3, respectively. ISHH with the probes specific to each exon revealed that only exon 1.1 among the three variants was expressed in the PD25 cerebral cortex (Figure 7C), recapturing the staining pattern with the probe for 3′ part of the gene (Figure 2C). This held true also for early postnatal stage PD3 (data not shown). Therefore, the expression pattern of *Kcnab1* described in this study was explained by that of the variant 1.1 alone.

**Figure 7:**
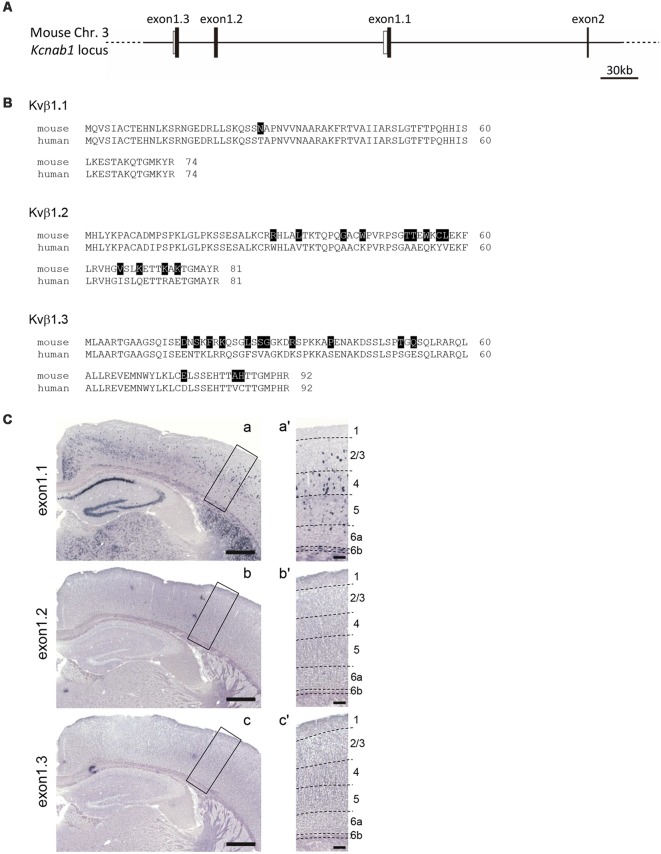
*Kcnab1* splice variant *Kcnab1.1* was expressed in the mouse cortex. **(A)** Genomic structure of 5′ part of the *Kcnab1* gene locus showing three alternative first exons (exons 1.1–1.3). Filled and open bars indicate coding and non-coding part of the exons. **(B)** Amino acid sequence alignments of the three alternative N-terminals of the mouse (m) and human (h) Kvβ1 protein encoded by three alternative first exons. The residues in mKvβ1 different from those in hKvβ1 are shown in white letters on black background. **(C)** ISHH for *Kcnab1* splice variants was carried out on PD25 mouse brain sections using the probes specific for exons 1.1–1.3. Only *Kcnab1.1* expression was observed in the cortex **(a)**. Neither *Kcnab1.2* nor *Kcnab1.3* was present in any layers of any cortical areas **(b,c)**. Higher magnification of boxed regions in **(a–c)** is shown in **(a′–c′)**, an area in S1. Dashed lines indicate borders of cortical layers. Scale bars, 500 μm **(a–c)**; 100 μm **(a′–c′)**.

## Discussion

The main findings of this study are: (1) that a discrete population of L6b/SP neurons project unilaterally from S1 to M1, and no callosal projection was observed; (2) that *Kcnab1* identifies a proportion of this subclass of L6b/SP neurons with an inter-areal projection; (3) that *Kcnab1* is co-expressed with known L6b/SP markers Ctgf, Cplx3, and Nurr1 to different degrees at postnatal stage; and (4) that *Kcnab1* expression is restricted to L6b/SP during the early developmental stage but scattered *Kcnab1*-positive neurons were observed in the upper layers of postnatal cortices.

L6b/SP neurons are strategically located at the interface of the developing cortex and they also occupy a pivotal time window during which cortical connections begin to establish. Thus, axon projections that originate from this region are most likely to influence subsequent functional connectivity organization as cortical lamination proceeds. Projection from L6b/SP as a whole is commonly categorized as corticocortical and corticothalamic, both of which involve morphologically diverse cells (Zhang and Deschênes, 1997; Kumar and Ohana, 2008; Briggs, 2010; Thomson, 2010; Pichon et al., 2012; Marx and Feldmeyer, 2013; Vélez-Fort et al., 2014; Hoerder-Suabedissen et al., 2018). It is of broad opinion that L6b/SP neurons in rodents send few collaterals to the contralateral cortex (De Carlos and O’Leary, 1992; Ozaki and Wahlsten, 1998; Del Río et al., 2000; Hoerder-Suabedissen and Molnár, 2012). A recent report using a transgenic mouse line showed callosal projections from L6b/SP neurons in P7 mice (Hoerder-Suabedissen et al., 2018), although it seems rather hard to exclude the possibility that these projections were from a small population of L6a neurons found in this particular line (Drd1a-Cre (FK164) at GENSAT^5^). In this study, by retrograde tracing, we observed only ipsilateral inter-areal projection from L6b/SP neurons, and this was consistent at different developmental stages. However, we are yet to confirm if these unilaterally projecting-L6b/SP neurons in S1 solely project to M1 since L6b/SP neurons were reported to have multiple long-range targets (Hoerder-Suabedissen and Molnár, 2012; Hoerder-Suabedissen et al., 2018). Moreover, neonatal SP neurons were shown to project to the opposite hemisphere in other mammalian species (Chun et al., 1987; Antonini and Shatz, 1990). Our finding that *Kcnab1* identifies a proportion of the ipsilaterally-projecting neurons in L6b/SP does not exclude the possibility that there are, although most likely minor, SP neurons that have contralateral projections that were not identified in this study due to experimental limitations such as tracer injections into a very restricted area compared with broad applications into the white matter or the corpus callosum in other studies (Ozaki and Wahlsten, 1998; Del Río et al., 2000; Hoerder-Suabedissen and Molnár, 2012; Boon et al., 2018). Hence, it would be most ideal if the tracing experiment is repeated with transgenic reporter line that would allow further characterization of the association neuron subclass, the axon trajectory that originates from this area, and their targets that may include other cortical regions.

Previous studies that combined birth dating of SP neurons and co-expression of SP markers concluded that Ctgf, Cplx3, and Nurr1 indeed labeled early-born SP neurons and, more importantly, a considerable proportion of these early-born neurons survived after the formation of the cortical plate (Liu and Baker, 1999; Arimatsu et al., 2003; Heuer et al., 2003; Hoerder-Suabedissen et al., 2009; Hoerder-Suabedissen and Molnár, 2013). In the adult cortex, we found a prominent overlap between *Kcnab1* protein product Kvβ1-immunoreactive neurons and Ctgf, Cplx3, and Nurr1, to varying degrees. This indicates that a considerable number of L6b/SP neurons of distinct identity that were generated during the embryonic stage remain into adulthood. Moreover, our data suggest that there is a molecular subdivision of L6b/SP association neurons. It is possible that one or more of the markers tested are expressed in the *Kcnab1*-negative population (17%) of the M1-projecting L6b/SP neurons in S1. On the other hand, *Kcnab1*-expressing neurons without projection to M1 may consist of neurons projecting to other cortical areas including S2, or even to subcortical targets. Furthermore, there is a subdivision of *Kcnab1*-expressing neurons in terms of neurotransmitters, since *Kcnab1* expression in 50% of GABAergic neurons in L6B/SP was evidenced in the analysis on the published single cell RNAseq data sets (Supplementary Figures S2, S3). A similar analysis revealed that some GABAergic neurons expressed the *Camk2a* gene (Supplementary Figure S4), implying that some of the Kvβ1/CaMKIIα double-positive neurons we detected were possibly GABAergic neurons. It would be an intriguing future work to examine if GABAergic *Kcnab1*-expressing neurons in L6b/SP have long-range ipsilateral corticocortical projections as shown for a small proportion of GAD65-expressing L6b/SP neurons (Boon et al., 2018).

Kvβ1 is an intracellular regulatory subunit of *shaker*-type Kv1 channel that rapidly blocks the potassium influx by binding to the channel pore with its N-terminal “ball” domain (Sewing et al., 1996). This fast transient (A-type) current enables neurons to fire repetitively in an input intensity-dependent manner (Connor and Stevens, 1971). The A-type current and input-dependent increase of firing rates are reported for SP neurons, but not for immature pyramidal neurons in the cortical plate of neonatal rat cortex (Luhmann et al., 2000), which is consistent with Kvβ1 expression in L6b/SP. Furthermore, enriched expression in human embryonic SP was reported (Miller et al., 2014), suggesting the conserved regulation and functions of Kvβ1 in prenatal SP between primates and rodents. Previous molecular profiling has reported a variety of genes that are SP-specific at certain developmental stages and only a small number of specific genes—Nurr1, Ctgf, Cplx3, Nxph4, Inpp4b, Htr1d and Tpd52I1 are present in L6b/SP throughout development (Hoerder-Suabedissen et al., 2013). Interestingly, we observed Kvβ1 expression in other cortical layers besides L6b/SP only in the postnatal mouse brain. Thus the unresolved question is whether these Kvβ1 neurons that were scattered in the upper layers were of SP origin (Ozair et al., 2018) or if they were of newly acquired expression-type neurons as development progresses. This would be essential to clarify the function of this L6b/SP subpopulation at different developmental stages since Kvβ1 has been implicated to be involved in certain types of learning and memory (Giese et al., 1998; Murphy et al., 2004).

Heterogeneity of L6b/SP neurons remains a great hurdle to understand the enigmatic role of this likely transient structure. L6b/SP is a robust zone that contains both inhibitory and excitatory neurons (Hoerder-Suabedissen and Molnár, 2015), and it also forms subcortical connections (Killackey and Sherman, 2003; Roth et al., 2016; Chevée et al., 2018; Hoerder-Suabedissen et al., 2018). Although connection between L6b/SP within and outside of the cortex seems to vary across mammalian species (De Carlos and O’Leary, 1992; Ozaki and Wahlsten, 1998; Del Río et al., 2000; Briggs and Usrey, 2007), it is important to note that L6b/SP neurons are essentially involved in cortical information processing. Previous reports have suggested that neurons in L6b/SP go through timely functional changes throughout development (Friedlander and Torres-Reveron, 2009). In this study, however, we have identified a group of L6b/SP association neurons that expressed a specific splice variant of *Kcnab1*, and the expression in L6b/SP was maintained at all developmental stages. This molecular authenticity that spans development could be a plausible mechanism that modulates L6b/SP neuron specification during cortical maturation, and this would add to the increasing efforts to characterize L6b/SP neurons, thus elucidating the role of L6b/SP neurons in SP development, axon extension, and subsequent brain network establishment.

## Ethics Statement

All animal experiments were approved by Animal Research Committee of University of Fukui and Animal Experimentation Committee of Osaka University, and performed in accordance with Regulations for Animal Research at University of Fukui and Regulations on Animal Experimentation at Osaka University.

## Author Contributions

ST, YO, and MS designed the research. ST, YO, TS, MT, and MD performed the experiments. ST, YO, TS, and HA analyzed the data. ST, YO, and MS wrote the manuscript.

## Conflict of Interest Statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: Kcnab1 Is Expressed in Subplate Neurons With Unilateral Long-Range Inter-Areal Projections
**Source:** Front Neuroanat. 2019 May 3;13:39. doi: 10.3389/fnana.2019.00039
**Supplement:** Supplementary file 1

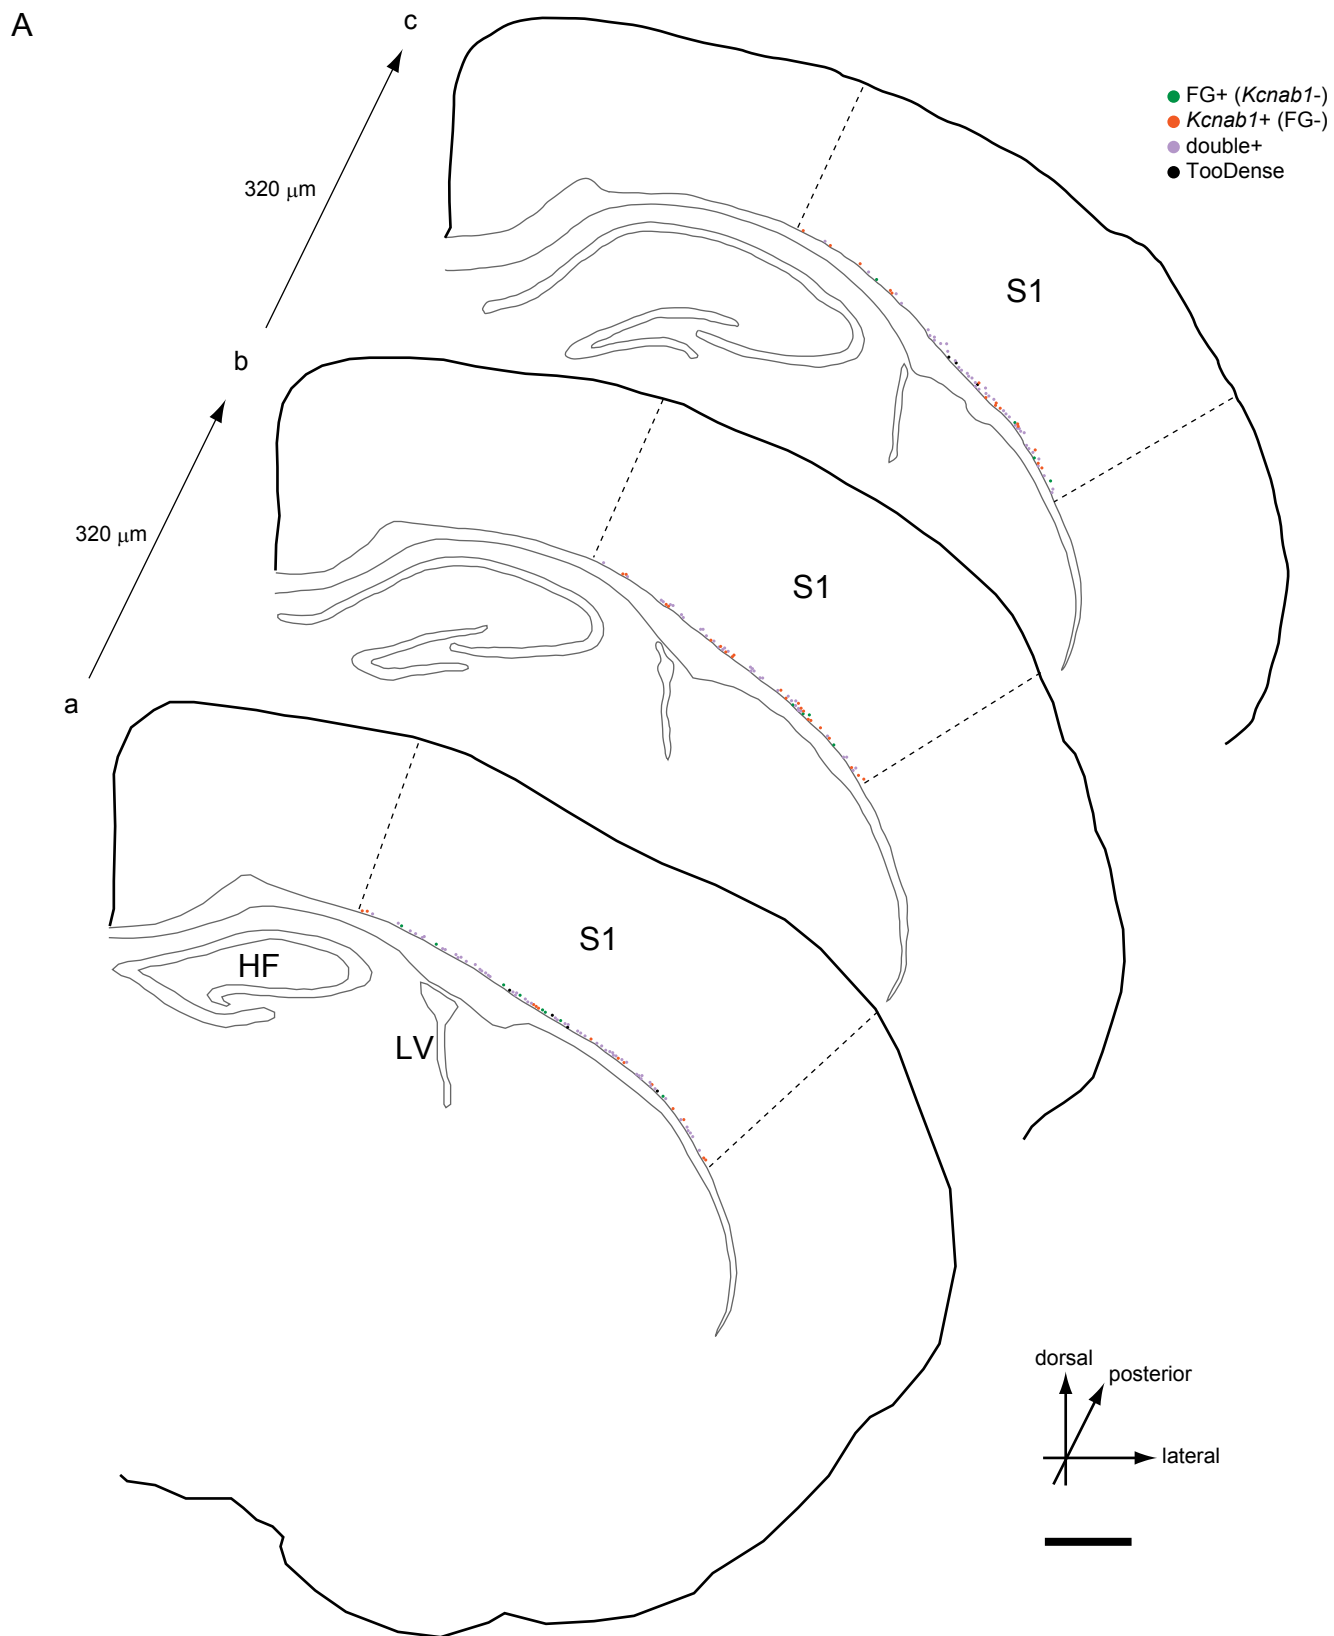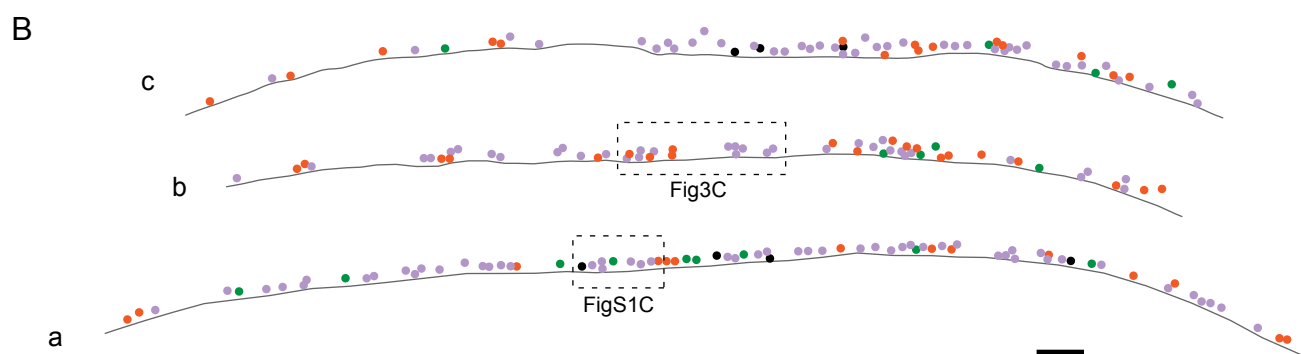

C

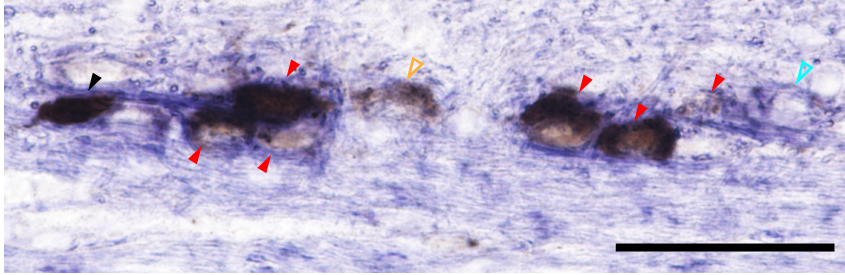

**Supplementary Figure S1. A distribution map of FG+, *Kcnab1*+ and double+ cells in L6b/SP in S1.**

(A) Filled circles color-coded for stainings were placed in the positions of respective cells on the traces of three sections analyzed for animal #1 (a-c. See Supplementary Table S1 for cell counts). Color coding different from Figure 3D or Supplementary Table S1 is used for better visualization and color distinction of circles. Only cells in S1 were counted and mapped. TooDense cells were excluded from the mean calculation. The order of and the distance between the sections are shown on the left. HF, hippocampal formation. LV, lateral ventricle. Scale bar, 500  $\mu\text{m}$ . (B) Enlarged views of L6b/SP in S1 of each map shown in (A). The maps were rotated to align roughly to the horizontal line. No obvious distribution bias for each cell type was detected. Scale bar, 100  $\mu\text{m}$ . (C) An example image that shows association neurons in L6b neurons that expressed *Kcnab1*. Red arrowheads indicate double positive, i.e. association neurons that expressed *Kcnab1*. The Cyan open arrowhead indicate *Kcnab1*-positive neurons that were not retrogradely labeled. The yellow open arrowhead indicates a retrogradely-labeled L6b neuron that was not *Kcnab1*-positive. The black arrowhead indicates a cell that was stained too densely and was excluded from quantification. Scale bar, 50  $\mu\text{m}$ .

# Supplementary material for: Kcnab1 Is Expressed in Subplate Neurons With Unilateral Long-Range Inter-Areal Projections
**Source:** Front Neuroanat. 2019 May 3;13:39. doi: 10.3389/fnana.2019.00039
**Supplement:** Supplementary file 2

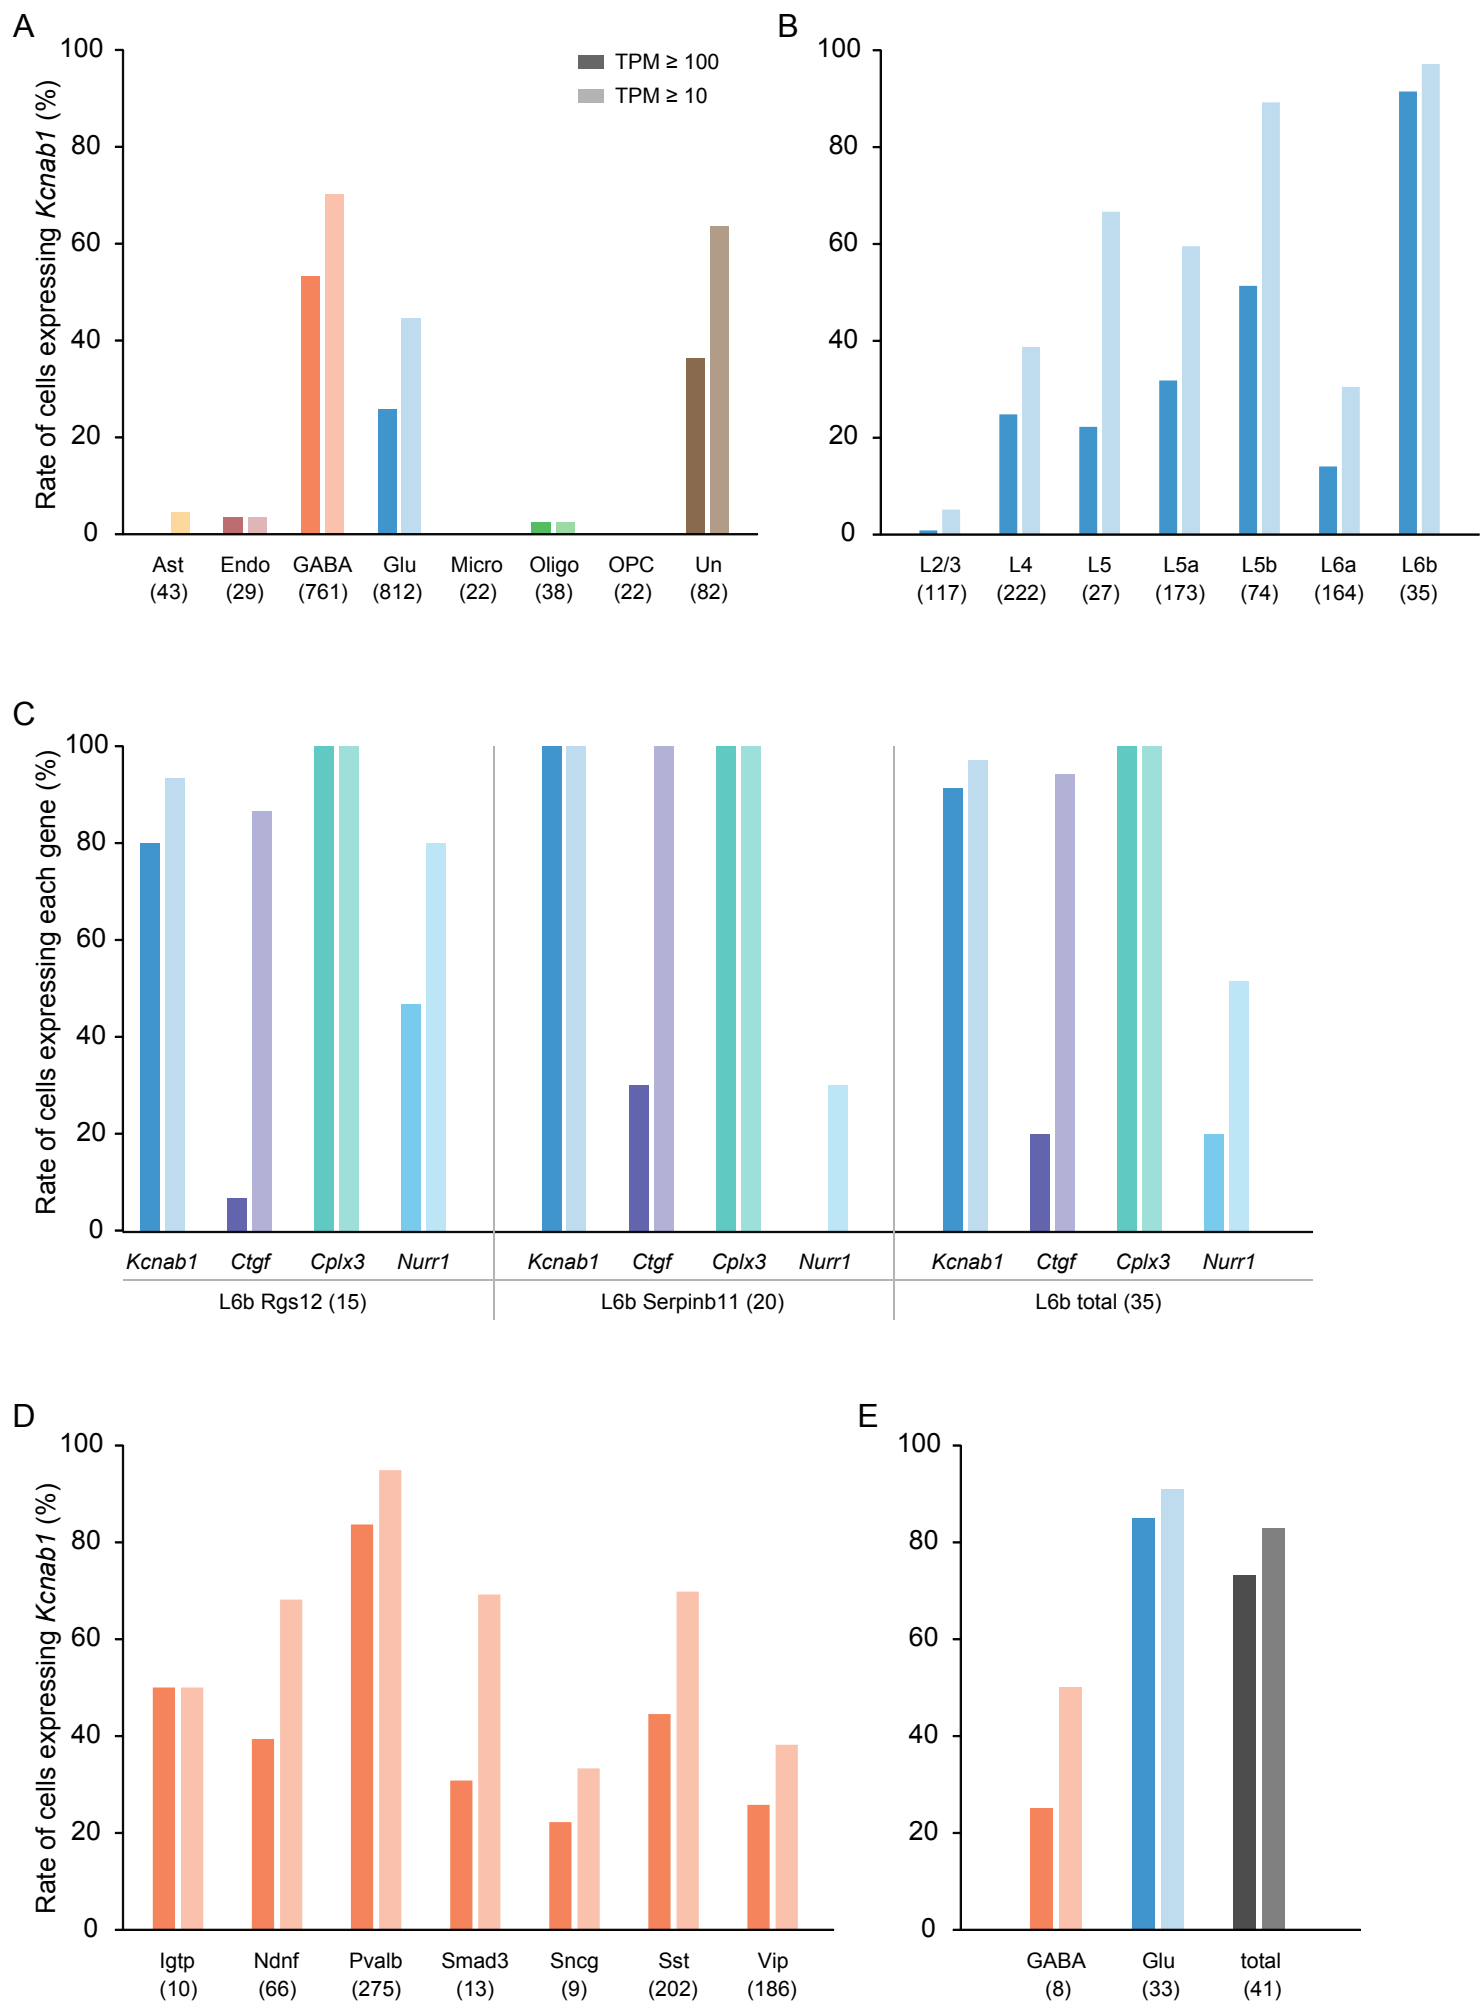

**Supplementary Figure S2. Summary of analyses on single cell RNAseq data by Tasic et al., 2016.**

Darker bars represent the rate of cells that expressed the gene of interest at the level of TPM (transcripts per million)  $\geq 100$ , while light bars are TPM  $\geq 10$ . The number of cells contained in each category (cell type) is shown in parentheses at bottom of the charts. **(A)** A bar chart of the rate of *Kcnabl*-expressing cells in 8 broad types of cells. Ast, astrocytes; Endo, endothelial cells; GABA, GABAergic interneurons; Glu, glutamatergic neurons; Micro, microglia; Oligo, oligodendrocytes; OPC, oligodendrocyte precursor cells; and Un, unclassified cells. **(B)** A bar chart of the rate of *Kcnabl*-expressing glutamatergic neurons in primary cell types combined for each cortical layer. **(C)** Bar charts of the rate of cells expressing each of 4 L6b/SP genes in 2 types of L6b neurons (Rgs12 and Serpinb11) separately (left and middle) and combined (right). **(D)** A bar chart of the rate of *Kcnabl*-expressing GABAergic neurons in primary cell types combined for each class of interneurons. Igtp, interferon gamma-induced GTPase; Ndnf, neuron-derived neurotrophic factor; Pvalb, parvalbumin; Smad3, SMAD family member 3; Sncg, synuclein gamma; Sst, somatostatin; and Vip, vasoactive intestinal peptide. **(E)** A bar chart of the rate of *Kcnabl*-expressing cells in glutamatergic or GABAergic neurons dissected from L6b. See Tasic et al., 2016 for details of cell type classification.

# Supplementary material for: Kcnab1 Is Expressed in Subplate Neurons With Unilateral Long-Range Inter-Areal Projections
**Source:** Front Neuroanat. 2019 May 3;13:39. doi: 10.3389/fnana.2019.00039
**Supplement:** Supplementary file 3

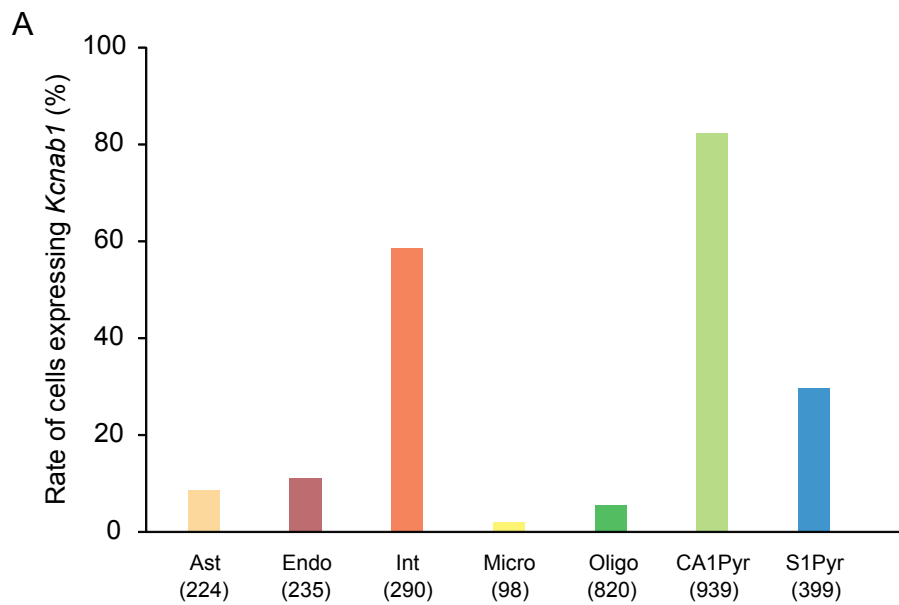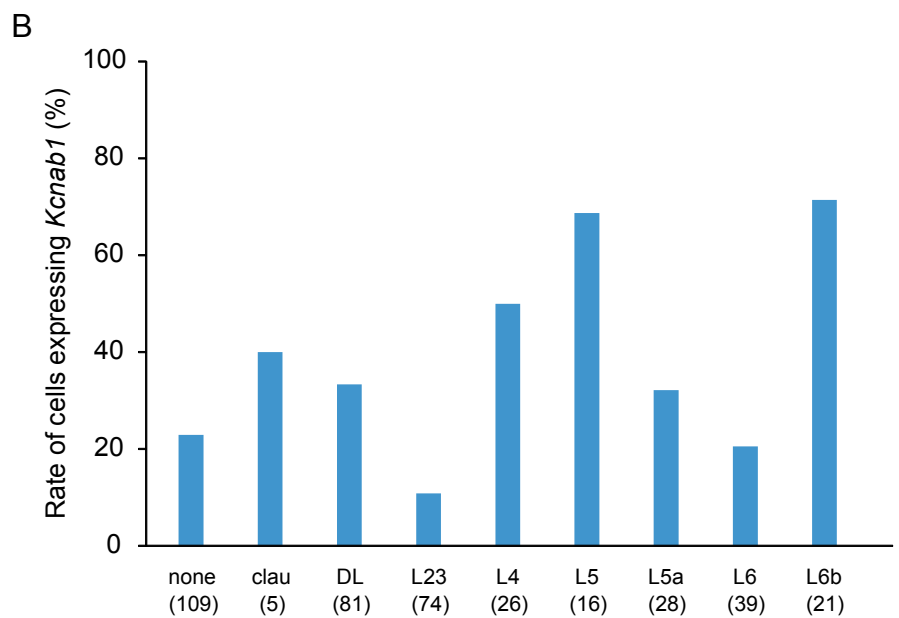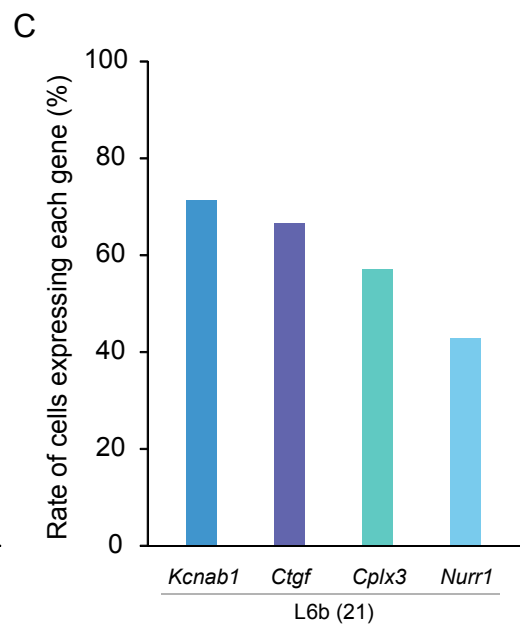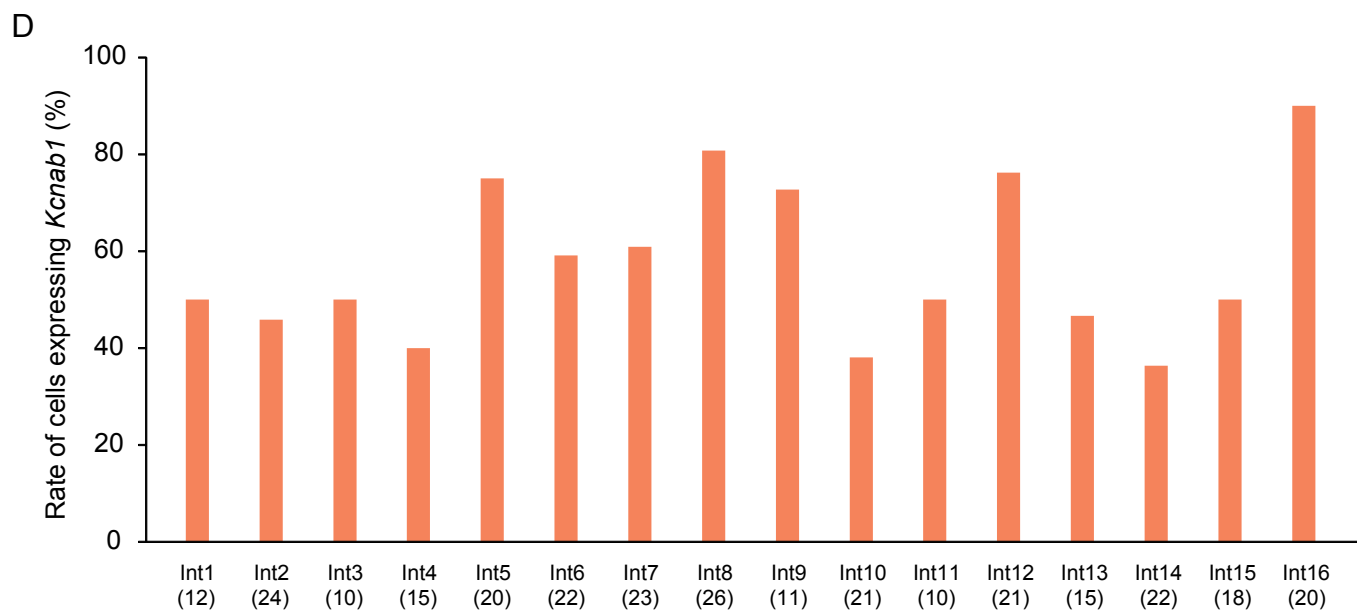

**Supplementary Figure S3. Summary of analyses on single cell RNAseq data by Zeisel et al., 2015.**

Bars represent the rate of cells that expressed the gene of interest with the expression score  $\geq 1$ . The number of cells contained in each category (cell type) is shown in parentheses at bottom of each chart. **(A)** A bar chart of the rate of *Kcnabl*-expressing cells in 7 Level-1 classes of cells. Ast, astrocytes + ependymal cells; Endo, endothelial mural cells; Int, interneurons; Micro, microglia; Oligo, oligodendrocytes; CA1Pyr, pyramidal neurons in CA1; and S1Pyr, pyramidal neurons in S1. **(B)** A bar chart of the rate of *Kcnabl*-expressing neurons in Level-2 classes of glutamatergic neurons. clau, claustrum; DL, deep layer. **(C)** A bar chart of the rate of cells expressing each of 4 L6b/SP genes in 21 L6b neurons. **(D)** A bar chart of the rate of *Kcnabl*-expressing neurons in Level-2 classes of interneurons. See Zeisel et al., 2015 for details of cell type classification.

# Supplementary material for: Kcnab1 Is Expressed in Subplate Neurons With Unilateral Long-Range Inter-Areal Projections
**Source:** Front Neuroanat. 2019 May 3;13:39. doi: 10.3389/fnana.2019.00039
**Supplement:** Supplementary file 4

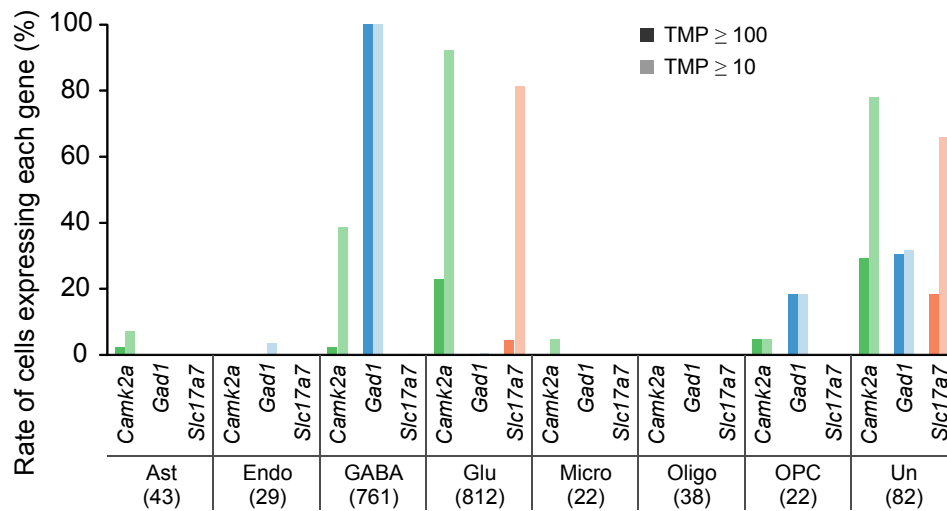

**Supplementary Figure S4. Expression profile of the *Camk2a* gene across different cell types in the cortex, in comparison with those of *Gad1* and *Slc17a7* (*Vglut1*) genes.**

Bar charts of the rate of cells expressing *Camk2a*, *Gad1*, or *Slc17a7* genes in 8 cell types in the mouse V1. Darker bars represent the rate of cells that expressed the gene of interest at the level of TPM (transcripts per million)  $\geq 100$ , while light bars are TPM  $\geq 10$ . The number of cells contained in each category (cell type) is shown in parentheses at bottom of the charts. Ast, astrocytes; Endo, endothelial cells; GABA, GABAergic interneurons; Glu, glutamatergic neurons; Micro, microglia; Oligo, oligodendrocytes; OPC, oligodendrocyte precursor cells; and Un, unclassified cells. See Tasic et al., 2016 for details of cell type classification.

# Supplementary material for: Kcnab1 Is Expressed in Subplate Neurons With Unilateral Long-Range Inter-Areal Projections
**Source:** Front Neuroanat. 2019 May 3;13:39. doi: 10.3389/fnana.2019.00039
**Supplement:** Supplementary file 5

# Supplementary Table S1. Quantification results of double labeling with retrograde tracing and ISHH

A. The number of cells counted for each category in each animal.

|           | # of sections | FG+ | <i>Kcnab1</i> + | double+ | TooDense |
|-----------|---------------|-----|-----------------|---------|----------|
| animal #1 | 3             | 146 | 182             | 128     | 7        |
| animal #2 | 3             | 87  | 164             | 70      | 0        |
| animal #3 | 7             | 133 | 288             | 107     | 0        |

B. Fraction of double positive cells in FG+ or *Kcnab1* + cells in each animal. Mean, SD, and SEM for N=3 animals were calculated in 4 different handlings of TooDense cells. The bar graph in Figure 3D was based on exclusion of TooDense cells from calculation, but the differences in the means across the handlings were minute and within the range of SEMs.

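Supplementary Table S1 counts cells of S1 L6b/SP that were labeled with FG injected into M1, cells positive for *Kcnab1* by ISHH, and cells positive for both, in 3 animals. The share of FG+ cells that expressed *Kcnab1* was 87.7% of 146 cells in animal 1, 80.5% of 87 cells in animal 2, and 80.5% of 133 cells in animal 3. The mean was 82.9% ± 4.17 (SD, n = 3 animals). No difference between these animals beyond the counting error was found (permutation test, p = 0.205), which does not show that they are alike. The p of this permutation test was 0.319 after Benjamini-Hochberg adjustment over the 14 shares of Supplementary Tables S1 and S2. The share of *Kcnab1*+ cells that were FG+ was 70.3% of 182 cells (95% Wilson interval 63.3 to 76.5) in animal 1, 42.7% of 164 cells (35.4 to 50.3) in animal 2, and 37.2% of 288 cells (31.8 to 42.9) in animal 3. The mean was 50.1% ± 17.8 (SD, n = 3 animals). Here the animals differed by more than the counting error (permutation test, p = 1.0e-05, the smallest that 100000 resamples can give, 7.0e-05 after the same adjustment). Animals, not cells, are the replicates of these means.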

| TooDense  | excluded     |                           | counted as FG+ |                           | counted as <i>Kcnab1</i> + |                           | counted as double+ |                           |
|-----------|--------------|---------------------------|----------------|---------------------------|----------------------------|---------------------------|--------------------|---------------------------|
|           | double+ /FG+ | double+ / <i>Kcnab1</i> + | double+ /FG+   | double+ / <i>Kcnab1</i> + | double+ /FG+               | double+ / <i>Kcnab1</i> + | double+ /FG+       | double+ / <i>Kcnab1</i> + |
| animal #1 | 0.877        | 0.703                     | 0.837          | 0.703                     | 0.877                      | 0.677                     | 0.882              | 0.714                     |
| animal #2 | 0.805        | 0.427                     | 0.805          | 0.427                     | 0.805                      | 0.427                     | 0.805              | 0.427                     |
| animal #3 | 0.805        | 0.372                     | 0.805          | 0.372                     | 0.805                      | 0.372                     | 0.805              | 0.372                     |
| mean      | 0.829        | 0.501                     | 0.815          | 0.501                     | 0.829                      | 0.492                     | 0.830              | 0.504                     |
| SD        | 0.042        | 0.178                     | 0.019          | 0.178                     | 0.042                      | 0.163                     | 0.045              | 0.184                     |
| SEM       | 0.024        | 0.103                     | 0.011          | 0.103                     | 0.024                      | 0.094                     | 0.026              | 0.106                     |

# Supplementary material for: Kcnab1 Is Expressed in Subplate Neurons With Unilateral Long-Range Inter-Areal Projections
**Source:** Front Neuroanat. 2019 May 3;13:39. doi: 10.3389/fnana.2019.00039
**Supplement:** Supplementary file 6

## Supplementary Table S2. Quantification results of double immunohistochemistry

A. Counting result of the numbers of Kv $\beta$ 1+, Ctgf+, DAPI+ and double+ cells. Fractions of Kv $\beta$ 1+ or Ctgf+ cells in DAPI+ cells and those of double+ cells in Kv $\beta$ 1+ or Ctgf+ cells, as well as their mean, SD, and SEM for N=3 animals were calculated.

|           | # of sections | Kv $\beta$ 1+ | Ctgf+ | DAPI+ | double+ | Kv $\beta$ 1+ /DAPI+ | Ctgf+ /DAPI+ | double+ /Kv $\beta$ 1+ | double+ /Ctgf+ |
|-----------|---------------|---------------|-------|-------|---------|----------------------|--------------|------------------------|----------------|
| animal #1 | 3             | 153           | 148   | 339   | 139     | 0.451                | 0.437        | 0.908                  | 0.939          |
| animal #2 | 3             | 131           | 118   | 292   | 113     | 0.449                | 0.404        | 0.863                  | 0.958          |
| animal #3 | 3             | 125           | 113   | 269   | 108     | 0.465                | 0.420        | 0.864                  | 0.956          |
| mean      |               |               |       |       |         | 0.455                | 0.420        | 0.878                  | 0.951          |
| SD        |               |               |       |       |         | 0.009                | 0.016        | 0.026                  | 0.010          |
| SEM       |               |               |       |       |         | 0.005                | 0.009        | 0.015                  | 0.006          |

B. Counting result of the numbers of Kv $\beta$ 1+, Cplx3+, DAPI+ and double+ cells. Fractions of Kv $\beta$ 1+ or Cplx3+ cells in DAPI+ cells and those of double+ cells in Kv $\beta$ 1+ or Cplx3+ cells, as well as their mean, SD, and SEM for N=3 animals were calculated.

|           | # of sections | Kv $\beta$ 1+ | Cplx3+ | DAPI+ | double+ | Kv $\beta$ 1+ /DAPI+ | Cplx3+ /DAPI+ | double+ /Kv $\beta$ 1+ | double+ /Cplx3+ |
|-----------|---------------|---------------|--------|-------|---------|----------------------|---------------|------------------------|-----------------|
| animal #1 | 3             | 136           | 120    | 320   | 109     | 0.425                | 0.375         | 0.801                  | 0.908           |
| animal #2 | 3             | 117           | 94     | 287   | 88      | 0.408                | 0.328         | 0.752                  | 0.936           |
| animal #3 | 3             | 161           | 135    | 300   | 130     | 0.537                | 0.450         | 0.807                  | 0.963           |
| mean      |               |               |        |       |         | 0.456                | 0.384         | 0.787                  | 0.936           |
| SD        |               |               |        |       |         | 0.070                | 0.062         | 0.030                  | 0.027           |
| SEM       |               |               |        |       |         | 0.040                | 0.036         | 0.018                  | 0.016           |

C. Counting result of the numbers of Kv $\beta$ 1+, Nurr1+, DAPI+ and double+ cells. Fractions of Kv $\beta$ 1+ or Nurr1+ cells in DAPI+ cells and those of double+ cells in Kv $\beta$ 1+ or Nurr1+ cells, as well as their mean, SD, and SEM for N=3 animals were calculated.

|           | # of sections | Kv $\beta$ 1+ | Nurr1+ | DAPI+ | double+ | Kv $\beta$ 1+ /DAPI+ | Nurr1+ /DAPI+ | double+ /Kv $\beta$ 1+ | double+ /Nurr1+ |
|-----------|---------------|---------------|--------|-------|---------|----------------------|---------------|------------------------|-----------------|
| animal #1 | 3             | 135           | 71     | 283   | 68      | 0.477                | 0.251         | 0.504                  | 0.958           |
| animal #2 | 3             | 139           | 89     | 263   | 84      | 0.529                | 0.338         | 0.604                  | 0.944           |
| animal #3 | 3             | 188           | 121    | 333   | 117     | 0.565                | 0.363         | 0.622                  | 0.967           |
| mean      |               |               |        |       |         | 0.523                | 0.318         | 0.577                  | 0.956           |
| SD        |               |               |        |       |         | 0.044                | 0.059         | 0.064                  | 0.012           |
| SEM       |               |               |        |       |         | 0.025                | 0.034         | 0.037                  | 0.007           |

D. Counting result of the numbers of Kv $\beta$ 1+, CaMKII $\alpha$ +, DAPI+ and double+ cells. Fractions of Kv $\beta$ 1+ or CaMKII $\alpha$  cells in DAPI+ cells and those of double+ cells in Kv $\beta$ 1+ or CaMKII $\alpha$  cells, as well as their mean, SD, and SEM for N=4 animals were calculated.

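Supplementary Table S2 counts cells of L6b/SP stained for Kvβ1, the protein encoded by *Kcnab1*, together with a marker protein and the nuclear stain DAPI. Of Kvβ1+ cells, 87.8% ± 2.61 were Ctgf+, 78.7% ± 3.04 were Cplx3+, and 57.7% ± 6.39 were Nurr1+ (mean ± SD, n = 3 animals each). The share positive for CaMKIIα, a kinase of excitatory neurons, was 92.7% ± 3.35 (SD, n = 4 animals). Every animal stained for Ctgf lay above every animal stained for Cplx3, with a difference between the means of 9.13 percentage points. Cplx3 lay above Nurr1 by 21.0 points and Ctgf above Nurr1 by 30.2 points, again in every animal. Each of these 3 comparisons gave p = 0.1 in a two-sided exact permutation test, the smallest p that 3 animals against 3 allow, and 0.1 after Benjamini-Hochberg adjustment. In the other direction, 95.1% of Ctgf+ cells, 93.6% of Cplx3+ cells, 95.6% of Nurr1+ cells, and 86.7% of CaMKIIα+ cells were Kvβ1+. The last share ranged from 79.7% to 97.9% between animals, more than the counting error (permutation test, p = 1.0e-05, adjusted p = 7.0e-05). The share of Kvβ1+ cells that were CaMKIIα+ ranged from 87.8% to 95.5% (permutation test, p = 0.0136, adjusted p = 0.0381). Kvβ1+ cells made up 45.5% of DAPI+ cells in the Ctgf staining, 45.6% in the Cplx3 staining, 52.3% in the Nurr1 staining, and 49.5% in the CaMKIIα staining. Between animals this share ranged from 40.8% to 53.7% in the Cplx3 staining (permutation test, p = 0.00261, adjusted p = 0.00913) and from 42.7% to 56.4% in the CaMKIIα staining (permutation test, p = 0.00151, adjusted p = 0.00705).

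**Figure D4:**
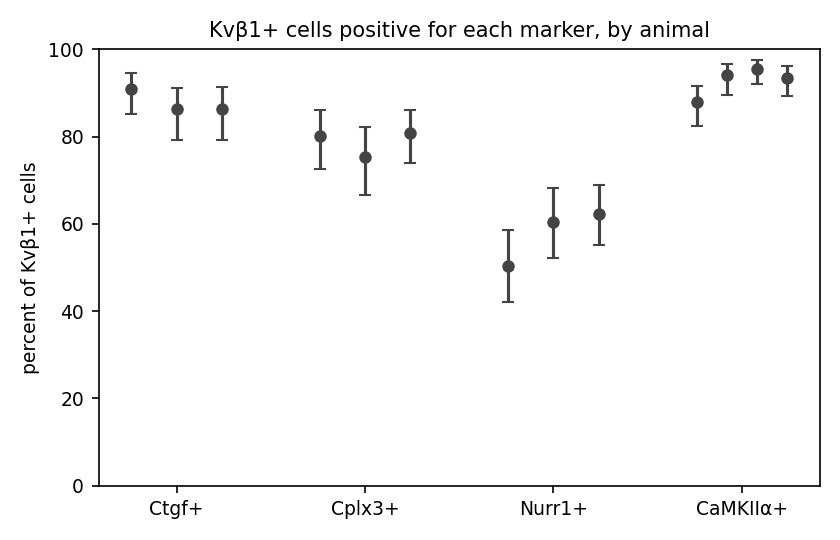
Percent of Kvβ1+ cells (vertical axis) positive for each marker (horizontal axis), 1 point per animal, with bars for the 95% Wilson interval. The 3 animals stained for Nurr1 lie between 50.4% and 62.2%, below every animal stained for Ctgf, Cplx3, or CaMKIIα.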

|           | # of sections | Kv $\beta$ 1+ | CaMKII $\alpha$ + | DAPI+ | double+ | Kv $\beta$ 1+ /DAPI+ | CaMKII $\alpha$ /DAPI+ | double+ /Kv $\beta$ 1+ | double+ /CaMKII $\alpha$ + |
|-----------|---------------|---------------|-------------------|-------|---------|----------------------|------------------------|------------------------|----------------------------|
| animal #1 | 2             | 197           | 198               | 349   | 173     | 0.564                | 0.567                  | 0.878                  | 0.874                      |
| animal #2 | 2             | 184           | 217               | 370   | 173     | 0.497                | 0.586                  | 0.940                  | 0.797                      |
| animal #3 | 2             | 242           | 236               | 493   | 231     | 0.491                | 0.479                  | 0.955                  | 0.979                      |
| animal #4 | 2             | 214           | 245               | 501   | 200     | 0.427                | 0.489                  | 0.935                  | 0.816                      |
| mean      |               |               |                   |       |         | 0.495                | 0.530                  | 0.927                  | 0.867                      |
| SD        |               |               |                   |       |         | 0.056                | 0.054                  | 0.034                  | 0.082                      |
| SEM       |               |               |                   |       |         | 0.028                | 0.027                  | 0.017                  | 0.041                      |

How the deposited data were processed for this re-analysis (not part of the article)

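Expression was measured in retrogradely labeled S1 neurons of mice on 5 arrays of the type GeneChip Mouse Gene 1.0 ST, 1 each for association neurons in L2/3, L5, and L6b and for callosal neurons in L2/3 and L5. The authors deposited 1 table of log2 signals per probe set. The submitters' notes name Affymetrix Expression Console, and its version and the method that summarised and normalized the probes are not given in the sources used here. The log2 scale was taken from the values, which have 2 decimals and range from 1.11 to 14.2. The values are not centered per gene, so the centering that the paper describes is not part of the table. The authors selected the candidate genes with the Subio Platform, and the paper does not name the software of the centering. The authors' selection of candidates was not used here.

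The table has 35556 probe sets. An annotation of the platform gave 1 gene symbol for 21789 of them and several for 1621, and the remaining 12146 are unnamed here. Of the named probe sets, 21698 were matched by their Entrez identifier to a current gene table, and 0 symbols had to be updated. Probe sets with several symbols were not used to name a gene. In 60.6% of the probe sets at least 2 arrays had an identical deposited value, and in 36.5% at least 3 arrays did. The callosal arrays of L2/3 and L5 shared 25.2% of their values. Subtracting the medians turns such ties into small differences, so counts of list members higher or lower than in each other array were also taken as deposited, a choice made after the values were seen.

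The median of each array over all probe sets was subtracted. The medians were 5.71, 5.77, and 5.80 in association L2/3, L5, and L6b, and 5.74 in both callosal arrays. Where a gene had several probe sets, the 1 with the highest mean signal was used. Of 19938 genes, 12632 reached the array median in at least 1 of the 5 arrays and were kept. A gene was counted as higher or lower in an array where it differed by at least 2-fold from each of the other 4 arrays, which is a rule of size and not a test. Pearson correlations between arrays over all probe sets ranged from 0.918 to 0.938. Only 1 array per group exists, which limits the precision of every value.

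Gene lists were fixed for L6b/SP markers named in the paper, other L6b/SP genes, L6a corticothalamic, L5, L4, L2/3, and callosal projection neuron genes, glutamatergic and GABAergic neuron genes, myelin, oligodendrocyte precursor, astrocyte, microglia, endothelial and mural, meningeal and fibroblast, and blood genes, Kv1 channel and beta subunit genes, other voltage-gated potassium channel genes, axon guidance genes, immediate early genes, neuropeptide and monoamine receptor genes, mitochondrially encoded genes, and housekeeping genes. These 23 lists hold 399 genes, of which 360 have a named probe set. The median L6b enrichment of a list was set against 10000 random lists of the same size drawn from 20 bins of mean signal, and a list was called apart at a percentile of at most 2.5 or at least 97.5. The genes named in the text were taken from 4 groups, and not every gene of these is printed. The groups are genes the paper names, the 15 highest and 10 lowest in L6b, and the 4 members with the largest values in each list. The last is the 6 highest and 6 lowest between association and callosal neurons with the same sign in L2/3 and L5. Genes not discussed include *Gkap1*, *Cthrc1*, *Klhl32*, *Rpp38*, *Marchf11*, and *Ptpn3*. Others are the list members *Aldoc* (L6b enrichment -2.47), *B2m* (-2.08), *Unc5d* (-2.03), and *Rasgrf2* (-1.72). The remaining genes named are other myelin genes among the 7 brightest and the Y-linked genes of the tests in the closing section, and *Kcnip3* and *Sema7a*, which were chosen after their values were seen. The comparisons, the lists, the rule for named genes, and all alternatives but the ones named as later were fixed before the data were examined.

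The steps were tested on simulated data, in which 50 genes were raised in a simulated L6b array by each of 4 sizes, with noise of 0.3 log2. At 2-fold, 8 of 50 were found, at 4-fold 46, and at 8-fold and 16-fold all 50. Of 13165 unchanged genes 3 were called, and 7% of 100 random lists were set apart. Only raised genes were simulated, so calls of lower genes were not tested. Differences between pairs of the real arrays had an SD of 0.605 to 0.759 log2, which holds real differences as well as noise. The simulated counts are therefore not an error rate for these arrays.

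The cell counts of Supplementary Tables S1 and S2 were used as the authors give them, as counts per animal. Shares were computed in percent per animal from these counts and averaged over animals, with 95% Wilson intervals, permutation tests of the differences between animals with 100000 resamples, and exact permutation tests between markers. P-values were adjusted by the Benjamini-Hochberg method over 14 shares and over 3 marker comparisons. Alternatives were other scalings (values as deposited, the 75th percentile, and quantile normalization), other filters, the mean of a gene's probe sets, other references for L6b, other fold thresholds, and leaving out each array or animal. Computations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, and matplotlib 3.10.9. Data from ISHH, tracing, and immunostaining images were not analysed here.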

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

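The tests on the brightest myelin genes and the astrocyte and microglia genes were chosen only after the result was seen. Every difference here rests on 1 array per group. The differences between L2/3 and L5 are given as sizes only and were not tested.

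Myelin genes, which the paper does not discuss in the arrays, were higher in association L6b. Their median L6b enrichment was 0.55 over 19 members past the filter, 0.91 without association L5, and 0.82 without callosal L5. It was 0.40 without association L2/3 and 0.39 without callosal L2/3. RNA of oligodendrocytes captured with the L6b cells and myelin gene expression from another source cannot be told apart. The test used the 7 brightest members, with a median of 1.16, which belong to the same list. Microdissection of RetroBeads-labeled cells selects against unlabeled ones but need not exclude them. Some genes of other cell types had signal in every array, such as *Sst* at 2.45 to 4.66 and the microglia gene *Tyrobp* at 1.94 to 3.52. The astrocyte gene *Gfap* lay below the median of every array. In the paper, L6b borders the white matter. An excess in L6b of captured glial RNA of every kind is argued against by the astrocyte genes. Their median was -0.11 with quartiles of -0.20 and 0.003 (0.03 under quantile normalization). This excess is also argued against by the microglia genes, whose median was -0.03 with quartiles of -0.30 and 0.02. Glial RNA captured to the same extent in every array would not move these medians and was not tested. The sign of the microglia median changed under the scalings that shift every gene by the same amount. It also changed with the filter at the 75th percentile (0.03, percentile 87.82). The same 7 myelin genes were higher in the L5 arrays than in the L2/3 arrays, by 0.66 to 2.16, and *Mobp* stood at 3.83 in association L5 and at 3.29 in L6b. A difference between layers in the labeled neurons themselves stays open and was not tested.

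*Xist* and *Eif2s3y*, which the paper does not discuss, differed between association and callosal arrays, *Xist* by 3.43 in L2/3. Relative to the array median, *Xist* stood at 2.55, 1.47, and 2.31 in association L2/3, L5, and L6b and at -0.88 and -1.48 in callosal L2/3 and L5, and *Eif2s3y* stood at -2.46 or below in the association arrays and at 2.90 and 2.45 in the callosal arrays. Tissue from animals of different sex could give this. The Y-linked genes *Uty* and *Kdm5d* were lower in association arrays by a mean difference of -0.89. That mean lies between the difference of at least 1 log2 set for that explanation and the 0.5 set against it. The association minus callosal difference was -1.3 in L2/3 and -1.47 in L5 for *Uty*, and -0.59 and -0.22 for *Kdm5d*. Both genes were below the median of every array, *Ddx3y* has no named probe set here, and the paper's text does not give the sex of the animals. The sex of the animals and the projection of the neurons therefore cannot be told apart for these genes. The same limit holds for every association minus callosal difference given here. It also holds for the L6b enrichment, whose reference includes the callosal arrays. Against the other association arrays alone, the L6b enrichment was 2.32 for *Kcnab1* and 3.59 for *Ctgf*. A difference that belongs to the projection was not tested.

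Genes of L6a corticothalamic neurons, a group the paper does not discuss in the arrays, had a median L6b enrichment of 0.28. Oligodendrocyte precursor genes, also outside those it discusses, had a median of 0.21. Between the layers, 106 genes were at least 2-fold higher in association neurons of 1 layer and at least 2-fold lower in the other, where independent lists would give 47.2. Genes that moved the same way were also in excess, 49 higher in both layers and 52 lower in both, against 22.4 and 21.8. *Chrm2*, which encodes a muscarinic acetylcholine receptor, was higher in association neurons by 2.40 in L2/3, and its difference in L5 was -2.29. Its lower signals lay below the array median, at -0.23 in callosal L2/3 and -0.38 in association L5.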

How the results depend on the processing

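The rank on the log2 scale taken again and the counts without both callosal arrays were chosen only after the result was seen. Under the alternatives run, the L6b enrichment of *Kcnab1* ranged from 2.30 to 2.69 and its rank from 33 to 64, and that of *Ctgf* from 3.56 to 3.76 with a rank of 10 to 18 under the planned ones. On the log2 scale taken again, *Kcnab1* ranked 45 and *Ctgf* 23. Against the highest of the other 4 arrays, 77 of the 100 most enriched genes were shared with the setting of the text, the fewest of any setting run. At 1.5-fold in place of 2-fold, 311 genes were higher and 694 lower in L6b, and 178 were higher and 168 lower in association neurons of both layers. At 3-fold these counts were 75, 138, 12, and 12. Without 1 array, 176 to 181 genes were higher and 394 to 467 lower in L6b, and without both callosal arrays 215 and 509. Values as deposited gave 173 and 319, the 75th percentile 183 and 293, and quantile normalization 191 and 290. With the 75th percentile the median L6b enrichment of all genes moved from -0.06 to 0.05. The median of the myelin genes reversed to -0.01 against the highest of the other 4 arrays, where the median of all genes was -0.22 and the percentile of the list 99.6, and a comparison with the highest array lowers every value by construction. Oligodendrocyte precursor genes lay inside the bounds in 4 alternatives (percentile 83.14 with the filter at the 75th percentile), and GABAergic neuron genes did so in 4 (percentile 5 against the other association arrays, 3.73 without association L2/3, 2.78 without callosal L5). The L5 genes were below the lower bound without callosal L2/3 (median -0.27), L4 and callosal projection neuron genes with no filter (-0.23 and -0.18), and other potassium channel genes with the filter at the 75th percentile (-0.52) and without association L5 (-0.22), and the cause was not tested. Leaving out 1 array or 1 animal moves a mean by less than the SD by construction, so no stability of single genes or of co-labeling shares is read from it. The arrays allow small differences to be missed, as the simulation shows.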

Differences from the paper's values

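The log2 scale taken again was chosen only after the result was seen. With Fig. 2B compared on that scale and the SEMs compared as fractions, no value computed here differed from the paper's by more than the larger error and by more than 1.5 times.

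The scales need a remark. In association L6b, *Kcnab1* stands at about 0.44 and *Ctgf* at about 0.52 in Fig. 2B, read by eye. The centered log2 signals here were 2.00 and 2.92. When log2 is taken again of the deposited log2 values before centering, they become 0.43 and 0.51, and all 10 bars then lie within 0.02 of the values read. That scale and the reading tolerance were chosen after seeing the values.

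The paper gives the share of FG+ cells that expressed *Kcnab1* as 83.0 ± 0.02% (SEM). The SEM over 3 animals was 2.41 percentage points here, which is 0.0241 as a fraction. For the share of *Kcnab1*+ cells that were of association type the paper gives 50.1 ± 0.10% (SEM), and the SEM was 10.3 percentage points here, 0.103 as a fraction.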

Other observations

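The test on housekeeping genes and the test on second probe sets of the L6b genes alone were chosen only after the result was seen.

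*Kcnab1* stood apart from the genes of its channel family. Of the 11 Kv1 channel and beta subunit genes, it was the 1 member at least 2-fold higher in L6b, and the list had a median L6b enrichment of 0.00 (percentile 81.17). *Kcna2*, which encodes a Kv1 channel subunit, stood at -1.04, and the genes of the other beta subunits, *Kcnab2* and *Kcnab3*, at -0.47 and -0.64, where *Kcnab3* was high in callosal L2/3 alone (2.14). Of 28 other voltage-gated potassium channel genes, 4 were at least 2-fold lower in L6b. These were *Kcnq5* (-2.56), an M-current channel gene, *Kcnd2* (-2.48), an A-type channel gene, *Dpp6* (-1.91), which encodes an auxiliary subunit of A-type channels, and *Kcnc2* (-1.77). *Kcnip3*, the gene of a Kv channel-interacting protein, was the 1 member at least 2-fold higher, at 1.69, and is named after its values were seen. The median of these 28 genes, -0.10 (percentile 14.88), changed sign only with the 75th percentile in place of the array median, which shifts every gene by the same amount, and without association L5 it was -0.22 (percentile 0.81).

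Of 49 axon guidance genes, 3 were at least 2-fold lower in L6b than in each other array and none was at least 2-fold higher. These were *Epha4*, which encodes an ephrin receptor, at -3.13, the plexin gene *Plxna4* at -1.63, and the semaphorin gene *Sema7a* at -1.33, named after its values were seen. The list of 49 axon guidance genes had a median of -0.06 (percentile 24.14), whose sign changed only with the 75th percentile in place of the median, which shifts every gene by the same amount. Among 25 neuropeptide and monoamine receptor genes, the list in which *Chrna4* was placed, *Htr2a*, a serotonin receptor gene, stood at -1.14, and the median of -0.04 (percentile 69.77) changed sign with the scaling. Immediate early genes had a median of -0.02 (percentile 82.79), which also changed sign. Of the blood genes 1 passed the filter, *Slc4a1* at 0.15, and no mitochondrially encoded gene has a named probe set here.

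The L6b array held the largest count of lower genes of the 5 arrays. Noise of single probe sets as the whole cause is argued against by 48 of these genes read by a second probe set past the filter, of which the second moved the same way by at least 1.5-fold in 56.2% (exact 95% interval 41.2 to 70.5), against 16% of genes not called. In the planned test over the called genes of all arrays this share was 43.6% (35.8 to 51.5), between the 25% set for noise and the 50% set against it, and for genes called higher in L6b it was 28.6% of 14 (8.4 to 58.1), so that noise stays open there. A weaker amplification of the L6b sample could lower many genes. The housekeeping genes had a median of -0.089 (percentile 44.14), with a sign that changed only where every gene was shifted by the same amount. Of these 12 genes, 6 were lower in L6b than in each other array (3 as deposited). The housekeeping genes were brighter than the lower genes (medians of 4.68 and 2.92 in the other arrays) and could hide a loss. A weaker amplification therefore stays open. A difference of the L6b neurons from those of the other layers, which the design names, was not tested against these.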
